# Single-cell RNA sequencing reveals regulation of fetal ovary development in the monkey (*Macaca fascicularis*)

**DOI:** 10.1038/s41421-020-00219-0

**Published:** 2020-12-29

**Authors:** Zheng-Hui Zhao, Chun-Yang Li, Tie-Gang Meng, Yan Wang, Wen-Bo Liu, Ang Li, Yi-Jun Cai, Yi Hou, Heide Schatten, Zhen-Bo Wang, Qing-Yuan Sun, Qiang Sun

**Keywords:** Cell growth, Bioinformatics

## Abstract

Germ cells are vital for reproduction and heredity. However, the mechanisms underlying female germ cell development in primates, especially in late embryonic stages, remain elusive. Here, we performed single-cell RNA sequencing of 12,471 cells from whole fetal ovaries, and explored the communications between germ cells and niche cells. We depicted the two waves of oogenesis at single-cell resolution and demonstrated that progenitor theca cells exhibit similar characteristics to Leydig cells in fetal monkey ovaries. Notably, we found that *ZGLP1* displays differentially expressed patterns between mouse and monkey, which is not overlapped with *NANOG* in monkey germ cells, suggesting its role in meiosis entry but not in activating oogenic program in primates. Furthermore, the majority of germ cell clusters that sharply express *PRDM9* and *SPO11* might undergo apoptosis after cyst breakdown, leading to germ cell attrition. Overall, our work provides new insights into the molecular and cellular basis of primate fetal ovary development at single-cell resolution.

## Introduction

Fetal ovary development is a well-orchestrated complex process that involves the transitions of multiple cell states and communications between germ cells and niche cells. In primates, female germ cell (FGC) development processes at embryonic stages mainly include oogonia proliferation, meiosis initiation, germ cell attrition, and primordial follicle formation, which are accompanied with dynamic chromatin repackaging and transcriptional regulation. Moreover, FGCs initiate meiosis asynchronously in a wave from anterior to posterior, which results in the heterogeneity of germ cell populations in a fetal ovary^1^. Somatic progenitor cells in female gonads will adopt the ovary-specific cell fate after sex determination, which leads to their differentiation as granulosa cells in supporting cell populations or as theca cells in steroidogenic cell populations^2^. Interestingly, the FGC fate mainly relies on the ovarian environments established by somatic cells rather than the sex chromosomes in germ cells^3^.

Despite the mass data produced in recent years on fetal ovary development^4–6^, several important questions regarding the key developmental events, such as two waves of oogenesis, FGC attrition, and primordial follicle formation, have not been fully demonstrated, especially in non-human primates. In addition, although the origins of germ cells and granulosa cells are well established^2,7^, the origin of theca cells in primates remains unknown. Furthermore, the germline–niche communications through signaling pathways for critical events during fetal ovary development are poorly integrated.

Single-cell RNA sequencing (scRNA-seq) approach can efficiently identify cell types, uncover heterogeneity, and construct developmental trajectories, which is well suited for exploring fetal ovary development. To further improve our understanding on the germ cell development and somatic cell differentiation, we here performed scRNA-seq of fetal monkey ovarian cells, especially in late embryonic stages, through 10× Genomics Chromium platform. And a transcriptional cell atlas of all cell types in the fetal ovary was established.

## Results

### Identification of the ovarian cell types using single-cell transcriptomes

Single-cell suspensions of fetal Macaca fascicularis ovaries were individually captured and processed with the 10× Chromium system (Fig. 1a). 

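The assay is droplet-based single-cell RNA sequencing of whole fetal ovaries from 1 monkey fetus at E84 and 1 at E116, with both ovaries of a fetus in 1 library. The authors counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger and filtered, normalized and clustered the cells with Seurat. The deposited table holds raw UMI counts of 18446 genes for the cells of the 2 libraries together, 15233 of the genes with a symbol and 3213 under an Ensembl identifier. It has 148824177 UMIs, with a median of 3756 UMIs and 1569 genes per cell. Cell barcodes end in 1 (10621 cells, 59899960 UMIs) or in 2 (10346 cells, 88924217 UMIs), and the table does not say which ending is which stage. All cells were therefore taken as 1 pooled sample, results by stage were left out, and the endings serve only as technical batches with no stage assigned. Cells are not replicates, so no test, SE or p-value is given. Levels are summed UMIs as counts scaled to a common total (CPM) with an exact Poisson interval, and shares of cells have an exact binomial interval, each at 95% and each covering counting error only.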

Sequencing data from two scRNA-seq libraries derived from the two stages of ovary samples were integrated for processing and analysis. From a total of 21,036 cells, we obtained an average of 57,269 reads per cell and 1593 genes per cell (Supplementary Fig. S1a). 

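The limits of 200 to 3000 detected genes per cell given in the Methods keep 16292 cells of the table, 8716 with barcodes ending in 1 and 7576 with barcodes ending in 2. The 4675 cells over 3000 genes hold 95573696 of the UMIs, and the smallest cell of the table already has 200 genes, so only the upper limit removes cells. Retained cells have a median of 2670 UMIs, 1187.5 genes and 9.89% mitochondrial UMIs. Of the alternatives, a limit of 10% on mitochondrial UMIs moved the number of cells most, to 8267. Scrublet called 0 doublets in either set of barcodes, so no cell was removed as a doublet.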

Following quality control, 12,471 cells were retained for further analysis.

**Fig. 1:**
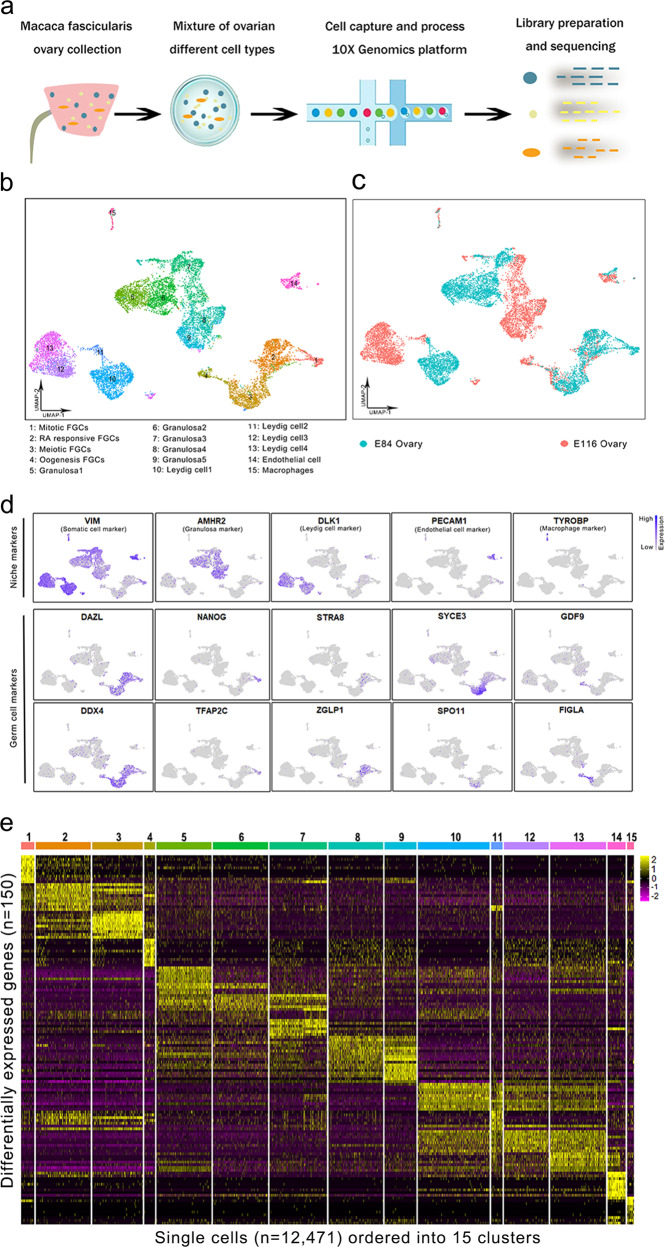
Single-cell transcriptome profiling of fetal monkey ovaries. **a** Schematic diagram of the experimental design. In total, fetal ovaries were collected from E84 and E116 monkey fetus and further enzymatically digested into single-cell suspension, which were then captured using 10× Genomics technology. The libraries of single-cell transcriptome were generated using the single-cell 3′ reagent V3 kits according to the manufacturer’s protocol. **b** UMAP and clustering analysis of single-cell transcriptome data from fetal monkey ovaries. The 15 clusters were assigned and colored as indicated on the figure key. **c** UMAP plot of single-cell transcriptome data with cells colored based on their embryonic stages. **d** Expression patterns of selected markers for the identification of cell clusters. Blue indicates high expression and gray indicates low or no expression, as shown on the figure key. **e** Heatmap showing top 10 differentially expressed genes across 15 cell clusters, and 12,471 single cells were visualized.

To classify the different cell populations in fetal monkey ovaries, we performed unsupervised graph clustering through Seurat package^8^ to group the cells into cell clusters based on the similarities in their transcriptome profiles. 

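Clustering the retained cells with Seurat on 18 principal components at resolution 0.6 gave 19 clusters. Genes that the paper names were kept out of the 2000 variable genes, so that the clusters were not made from the genes reported for them. Marker lists without those genes, apart from STRA8, gave the names, and a cluster is called like a cell type only in that sense. Germ cell-like cells numbered 4797 (29.4% of retained cells, 28.7–30.2), with 3264 barcodes ending in 1 and 1533 ending in 2. Granulosa-like cells numbered 4852, stroma-like cells 4082, endothelial-like cells 342 and macrophage-like cells 230, beside 742 erythroid-like, 678 ovarian surface epithelium-like and 127 pericyte-like cells. At resolution 1.0 the macrophage-like cells part into 134 macrophage-like and 96 lymphocyte-like ones, and values for macrophage-like cells cover both. A cluster of 442 cells with a median of 79.8% mitochondrial UMIs stayed unnamed, 439 of them with barcodes ending in 2. It scores highest on oogenesis germ cell markers and ASTL is its first leading gene, but fewer than 3 markers met the rule. It may hold germ cells that the germ cell-like values leave out. Stress and immune genes lead some named clusters: GBP1, IFIT2 and IRF1 in a stroma-like cluster of 1831 cells, EGR4 and DUSP2 in a granulosa-like cluster of 1753 cells, and C1QA and C1QB among macrophage-like cells. A granulosa-like cluster of 1137 cells has a median of 46.8% mitochondrial UMIs. The germ cell-like share moved most, to 19.9%, when cells over 10% mitochondrial UMIs were removed. In that setting a cluster of 653 cells scoring highest on oogenesis germ cell markers stayed without a name. The fall may thus rest in part on the naming. Since the names are rebuilt, a difference from the study may come from them.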

Overall, the 15 transcriptionally distinct clusters were classified and visualized using UMAP (Uniform Manifold Approximation and Projection) (Fig. 1b)^9^. Notably, the clusters of germ cells (1, 2, 3, 4), endothelial cells (14), and macrophages (15) exhibit obvious overlap between E84 and E116 ovaries, while the granulosa cell populations (5, 6, 7, 8, 9) exhibit slight overlap between E84 and E116 ovaries, and many cells derived from E84 and E116 ovaries were grouped into cluster 7. In addition, the Leydig cells (10, 11, 12, 13) exhibit no overlap between E84 and E116 ovaries (Fig. 1c). The granulosa cells and Leydig cells from E84 ovary and E116 ovary are separated into different clusters, which suggests that these cells may undergo dramatic differentiation during the development from E84 to E116 ovary. To further identify the clusters, we assigned the clusters based on known cell-type marker genes (Fig. 1d). The germ cell-specific marker genes were expressed solely in clusters 1–4 (*DAZL*, *DDX4*). 

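DAZL stood at 203 CPM (194–212) in germ cell-like cells (234 in barcodes ending in 1, 141 in barcodes ending in 2) and at 15.8 CPM in granulosa-like cells (23.6 and 8.23), the highest somatic class. With each cell thinned to 1000 UMIs, 17.8% of 2877 germ cell-like and 1.76% of 4264 granulosa-like cells had a DAZL UMI, leaving out 1920 and 588 shallower cells. Unthinned, the shares were 27.6% and 5.44%, at median depths of 1219 and 3538.5 UMIs. DDX4 reached 315 CPM (304–327) in germ cell-like cells, 44.3 CPM in the unnamed cluster and 36.8 CPM in granulosa-like cells.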

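VIM was at 216 CPM in germ cell-like cells, 463 CPM in granulosa-like, 2372 CPM in stroma-like, 2009 CPM in macrophage-like and 4319 CPM in endothelial-like cells, and at 68.5 CPM in erythroid-like cells. AMHR2 was highest in granulosa-like cells (195 CPM, 188–201, against 23.3 CPM in stroma-like cells) and reached 114 CPM in ovarian surface epithelium-like cells. DLK1 stood at 679 CPM in stroma-like cells and 1296 CPM in the pericyte-like cluster, against 15.7 CPM in granulosa-like cells. Endothelial-like cells had 513 CPM of PECAM1, with 46.4 CPM in macrophage-like cells next. TYROBP reached 999 CPM in macrophage-like cells and at most 3.55 CPM in the other classes. By barcode ending, AMHR2 stood at 150.2 and 238 CPM in granulosa-like cells, DLK1 at 542 and 769.9 CPM in stroma-like, PECAM1 at 772 and 399 CPM in endothelial-like and TYROBP at 1193 and 972 CPM in macrophage-like cells.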

The clusters 5–15 are somatic cell populations (*VIM*), which include granulosa cells (*AMHR2*), Leydig cells (*DLK1*), endothelial cells (*PECAM1*), and macrophages (*TYROBP*). Also, the germ cell marker genes displayed developmental stage-specific expression patterns. For instance, primordial germ cell marker gene *TFAP2C* and pluripotency marker gene *NANOG* were expressed in the early mitotic FGCs, whereas *STRA8* was expressed in retinoid acid (RA) signaling-responsive FGCs. 

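Germ cell-like cells were clustered again and their sub-clusters named from stage markers. This gave 80 mitotic cells (all with barcodes ending in 1, median 7029.5 UMIs), 1496 RA-responsive cells (812 and 684 by ending, median 1911.5), 866 meiotic cells (731 and 135, median 2112) and 414 oogenesis phase cells (10 and 404, median 1183). Another 1941 shallow cells (median 778 UMIs), mostly in sub-clusters led by somatic genes, were left unnamed. Of the RA-responsive cells, 418 lie in a sub-cluster with a median of 35.4% mitochondrial UMIs. Every value for RA-responsive-like cells includes them. TFAP2C stood at 135 CPM (105–169) in mitotic-like cells, 3.61 CPM in RA-responsive-like, 5.05 CPM in meiotic-like and 2.17 CPM (2 UMIs, 0.262–7.83) in oogenesis-like cells. For mitotic-like cells barcodes ending in 2 give no value, so for them the batch cannot be set apart. The upper limit of 3000 genes removes 77.3% of all cells with a TFAP2C UMI and 22.3% of all cells, and without it 244 cells are mitotic-like. STRA8 named the RA-responsive-like cells and is not reported as a result.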

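SYCE3 was at 2467 CPM (2405–2531) in meiotic-like cells, 246 CPM in RA-responsive-like, 60.8 CPM in mitotic-like and 42.3 CPM in oogenesis-like cells. By barcode ending, 1 and then 2, the meiotic-like cells had 2838 and 1029.9 CPM and the RA-responsive-like cells 224 and 281 CPM of SYCE3. SPO11 reached 122 CPM (108–137) in meiotic-like cells, with 113 and 154 CPM by ending. It was at 11.4 CPM in RA-responsive-like and 7.58 CPM in oogenesis-like cells, and among the 542527 UMIs of mitotic-like cells it had 0, an upper limit of 5.53 CPM for 3 counts.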

The cells in cluster 3 were meiotic prophase FGCs and specifically expressed *SYCE3* and *SPO11*. Finally, the cells in cluster 4 were oogenesis phase FGCs and clearly expressed *GDF9* and *FIGLA* (Fig. 1d). Collectively, the sequential expressed germ cell markers in clusters 1–4, respectively, could mirror the temporal order of early FGC development. 

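GDF9 stood at 386 CPM (347–428) in oogenesis-like cells, 28.2 CPM in meiotic-like, 18.3 CPM in RA-responsive-like and 5.53 CPM (3 UMIs, 1.14–16.2) in mitotic-like cells. FIGLA was at 418 CPM (378–462) in oogenesis-like cells and 133 CPM in meiotic-like cells, where barcodes ending in 1 gave 104 CPM and those ending in 2 gave 246 CPM. The oogenesis-like values rest on barcodes ending in 2, since only 10 of these cells have the other ending. From markers that follow one another over clusters 1 to 4, the paper proposes that the clusters mirror the order of early FGC development.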

Interestingly, our results also demonstrated multiple transcriptionally distinct subpopulations within the granulosa cells (five clusters) and Leydig cells (four clusters). Additionally, the top 10 differentially expressed genes were selected across cell clusters for the identification of each cell type (Fig. 1e). Together, we have profiled the transcriptomes of all cell types in the fetal monkey ovary in the present study.

### Cell lineage reconstruction reveals two waves of oogenesis

To explore the FGC development at a higher resolution, we isolated and re-clustered the germ cell populations, which were visualized using UMAP (Fig. 2a, b). To further recapitulate the trajectory of early FGC development, we constructed the germ cell lineage using Monocle2 package^10^, which organized the cells along the pseudotime trajectory, with mitotic FGCs and oogenesis phase FGCs concentrated at the beginning and end of its axis, respectively (Fig. 2c).

**Fig. 2:**
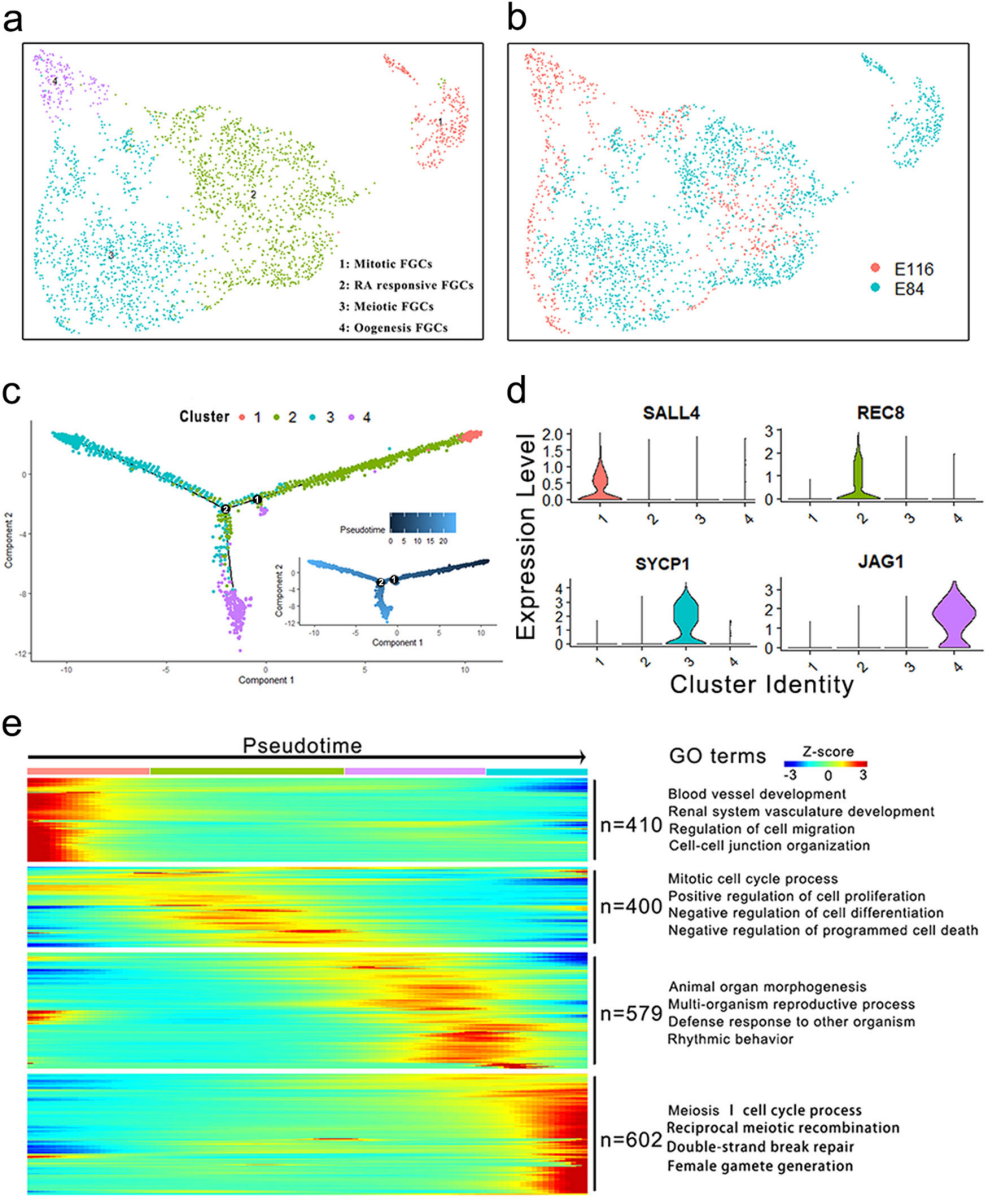
Cell lineage reconstruction and identification of the germ cells. **a** Isolation and re-clustering of the germ cell populations at a higher resolution. The assigned clusters are consistent with that in Fig. 1b. **b** UMAP plot of single-cell transcriptome data with germ cells colored based on their embryonic stages. **c** Pseudotime analysis of germ cells. Cluster 1 represents the start of pseudotime, with cluster 4 at the end. **d** Violin plots show the expression patterns of marker genes during oogenesis. **e** Hierarchical clustering of the ordering genes during early oogenesis. Each row represents an ordering gene, and each column represents a single germ cell. The GO terms of clustered ordering genes are listed on the right.

The reconstruction of the germ cell lineage divided the germ cell lineage into three developmental windows defined by the branch points of the pseudotime trajectories (Fig. 2c), allowing us to identify transition states leading to the oogenesis. We found that two waves of oogenesis occur in the germ cell lineage at the branch points 1 and 2. Noticeably, the first wave of oogenesis (branch 1) occurs following the RA-responsive stage, whereas the second wave of oogenesis (branch 2) occurs in the late meiotic prophase (Fig. 2c). The first wave of oogenesis may contribute to the medullary follicles that are activated immediately after their assembly, while the second wave of oogenesis contributes to the cortical primordial follicles that are activated after puberty and recruited regularly under hormonal control^11,12^. 

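SALL4 was at 51.6 CPM (34.3–74.6) in mitotic-like cells and between 8.42 and 13.4 CPM in the other 3 stages. LIN28A had 62.7 CPM (43.4–87.6) there, against 8.00 CPM in RA-responsive-like cells and 2 UMIs or fewer in each later stage. REC8 reached 123 CPM (113–135) in RA-responsive-like cells, with 123 and 124 CPM in barcodes ending in 1 and 2, and at most 11.4 CPM elsewhere among the stages.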

To further determine the patterns of differentially expressed genes, we examined the stage-specific marker genes, such as *SALL4*, *LIN28A*, *REC8*, *MSX1*, *SYCP1*/*2*, and *JAG1*, which change dynamically over the trajectory and are involved in oogonia proliferation, meiosis initiation, meiosis progression, and primordial follicle formation, respectively (Fig. 2d and Supplementary Fig. S1b). Also, to dissect the features of various stages of early FGC development, 1991 ordering genes that expressed dynamically along pseudotime were selected and clustered. 

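Of the 1991 ordering genes of Supplementary Data S1, 1989 are in the table, and each was assigned to the stage with its highest CPM. In gene cluster 1, 446 of 579 genes (77.0%) were highest in oogenesis-like cells, in gene cluster 2, 78.4% of 601 in meiotic-like cells, and in gene cluster 3, 347 of 409 (84.8%) in mitotic-like cells. RA-responsive-like cells took 225 of the 400 genes (56.3%) of gene cluster 4. Over all 15040 genes compared, the shares highest in mitotic-, RA-responsive-, meiotic- and oogenesis-like cells were 27.7%, 15.3%, 29.5% and 27.5%. The ordering genes were selected by the authors on the same cells.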

The heatmap revealed stage-specific gene expression patterns that were consistent with well-organized germline development (Fig. 2e). As expected, gene ontology (GO) analysis of the clustered ordering genes (Supplementary Data S1) identified several significantly enriched biological processes, such as “mitotic cell cycle process” and “meiosis cell cycle process”. In summary, these data displayed the dramatic changes of transcriptomes during early germ cell development.

### Dynamic transcription factors control meiosis initiation and progression

Having identified the cell clusters and constructed the developmental trajectory of FGCs, we next determined the transcriptome of FGCs during their development. Notably, mitotic phase FGCs clearly expressed pluripotent markers such as *NANOG* and *DPPA4*^13,14^ (Fig. 3a). 

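NANOG stood at 284 CPM (241–332) in mitotic-like cells, from 154 UMIs in 80 cells, and at 16.0 CPM (12.3–20.5) in RA-responsive-like cells. DPPA4 was at 359 CPM (311–414) and 50.1 CPM (43.3–57.6) in the same stages. Of the 737 cells of the table with a NANOG UMI, 206 pass the upper limit on genes, so 72.0% of them are outside these sums.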

Subsequently, the total expression levels of pluripotent genes significantly decreased during the transition from mitosis to meiosis, while meiotic marker genes, such as *DMC1* and *INCA1*, increased strikingly (Fig. 3a). 

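In meiotic-like cells NANOG fell to 2.95 CPM (1.18–6.07) and DPPA4 to 14.3 CPM (9.91–20.0). DMC1 rose from 8.00 CPM in RA-responsive-like to 81.3 CPM (70.2–93.6) in meiotic-like cells, with 95.4 CPM in barcodes ending in 1 and 26.7 CPM in those ending in 2. INCA1 rose from 26.1 to 254 CPM (234–275), with 261 and 224 CPM by ending. In mitotic-like cells DMC1 had 0 UMIs and INCA1 2 UMIs (3.69 CPM, 0.446–13.3). 

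**Figure D1:**
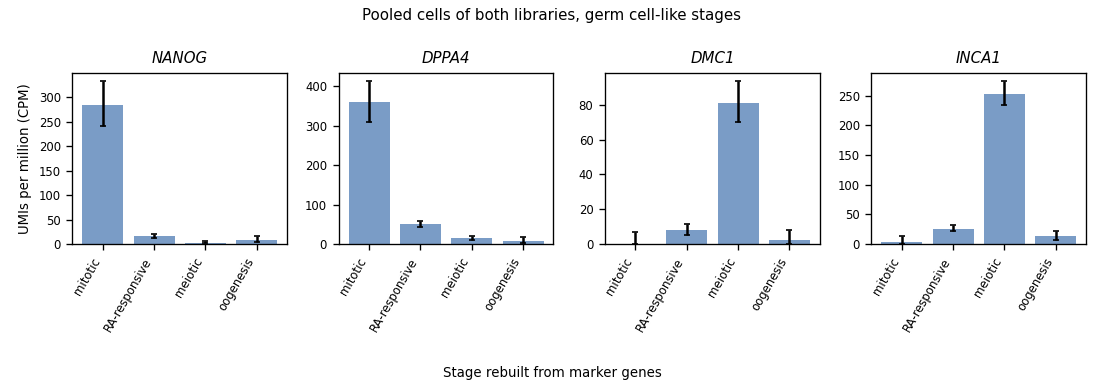
Bars give CPM of NANOG, DPPA4, DMC1 and INCA1 in mitotic-, RA-responsive-, meiotic- and oogenesis-like germ cells, summed over the pooled cells of both libraries, and error bars are 95% exact Poisson intervals. NANOG and DPPA4 are highest in mitotic-like cells (284 and 359 CPM), DMC1 and INCA1 in meiotic-like cells (81.3 and 254 CPM).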

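ASTL was at 685 CPM (632–740.3) and ZAR1 at 432 CPM (391–477) in oogenesis-like cells. ASTL is also the first leading gene of the unnamed cluster of 442 cells, which lies outside these stages. Meiotic-like cells had 8.00 CPM of ASTL and 20.2 CPM of ZAR1, RA-responsive-like cells 13.4 and 20.1 CPM. All ASTL UMIs of the latter stages come from barcodes ending in 2, where they reach 39 and 35.3 CPM.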

In oogenesis phase FGCs, maternal effect genes, such as *ASTL* and *ZAR1*, began to express (Fig. 3a), suggesting the start of primordial follicle formation and folliculogenesis. To further explore the transition from mitosis to meiosis, we clustered the mitotic and meiotic genes across germ cell populations. As expected, mitotic genes, such as *RCC2* and *MYBL2*, were mainly expressed in cluster 1, while meiotic genes, such as *TEX11* and *MEIOB*, were mainly expressed in cluster 3 (Fig. 3b). Also, the *CENPF*, *PRKDC,* and *CHMP2A* exhibited peak expression in RA-responsive FGCs (Fig. 3b), which may play important roles in meiosis entry.

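RCC2 stood at 189.9 CPM (155–230.3) in mitotic-like cells and at most 57.6 CPM in the other stages. MYBL2 had 83.0 CPM (60.5–111) in mitotic-like, 82.4 CPM (73.6–91.9) in RA-responsive-like, 67.2 CPM in oogenesis-like and 47.6 CPM in meiotic-like cells, and within barcodes ending in 1 it was at 95.4 CPM in RA-responsive-like cells. TEX11 was at 324 CPM (301–348) in meiotic-like and 137 CPM in RA-responsive-like cells, and MEIOB at 544 CPM (515–574) and 71.3 CPM. Both meiotic genes held this order within each barcode ending.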

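CENPF reached 450.0 CPM (429–472) in RA-responsive-like cells, 312 CPM (266–362) in mitotic-like and 118 CPM in meiotic-like cells. PRKDC was at 491 CPM (469–513) in RA-responsive-like cells, with 379.8 CPM (355–405) in meiotic-like cells next. CHMP2A had 392 CPM (372–412) in RA-responsive-like cells and 198 CPM in oogenesis-like cells. Against meiotic-like cells, the RA-responsive-like values were higher in both sets of barcodes: 564 against 127 CPM of CENPF, 539 against 414 CPM of PRKDC and 463 against 186 CPM of CHMP2A for ending 1, and 263 against 82.1, 411 against 246 and 276 against 115 CPM for ending 2. From this peak the paper proposes that these genes have a role in meiosis entry.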

**Fig. 3:**
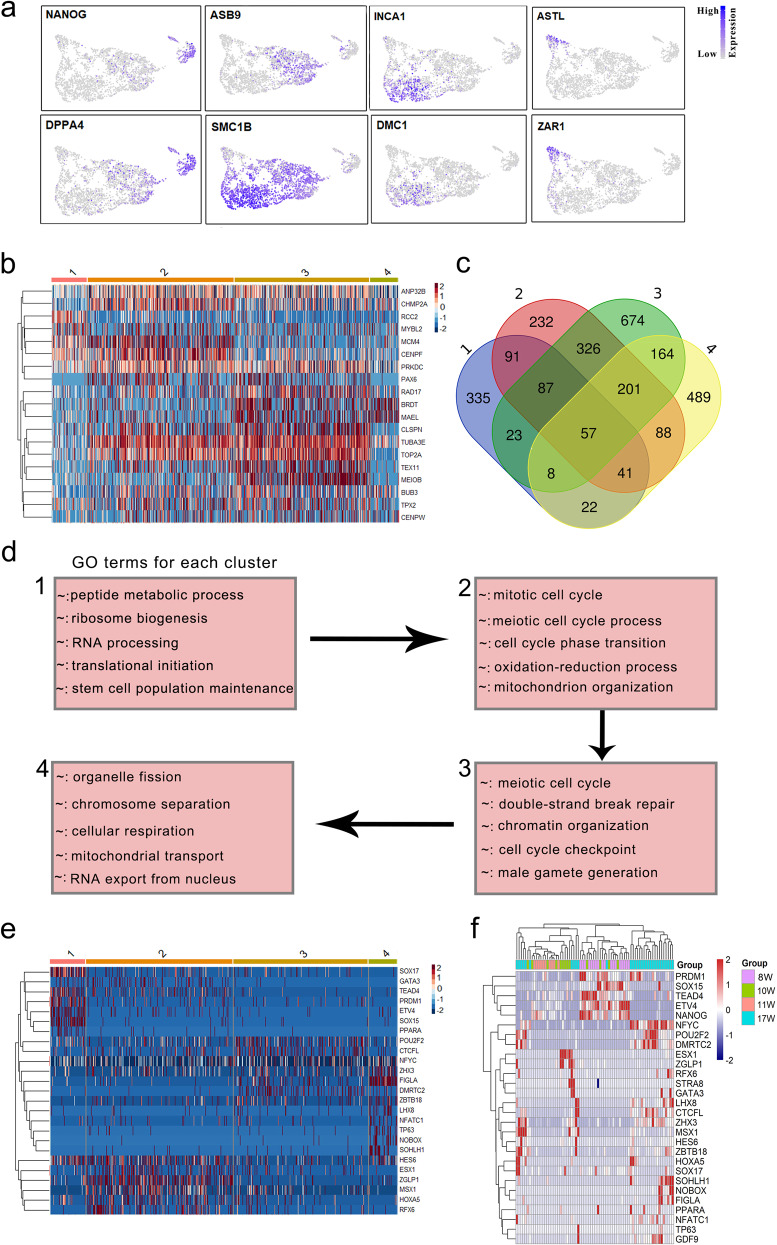
Mitosis to meiosis transition and meiosis progression. **a** Expression patterns of germ cell development-associated genes. **b** Hierarchical clustering of differentially expressed mitotic and meiotic genes across female germ cell clusters (clusters 1–4). **c** Overlap of differentially expressed genes across germ cell clusters. **d** Differentially expressed genes and associated GO categories characteristic of meiosis initiation and progression, based on the four germ cell clusters. **e** Heatmap representing the key transcription factors across monkey germ cell clusters. **f** Hierarchical clustering of the transcription factors and human female germ cells. Each row represents a transcription factor, and each column represents a single human female germ cell.

To further dissect the differences in gene expression profiles, we detected 664, 1123, 1540, and 1070 differentially expressed genes (Supplementary Data S2) among the first four clusters, respectively. And these differentially expressed genes which changed significantly during the mitosis to meiosis transition and meiosis to oogenesis transition (Figs. 1e and 3c). Also, we performed GO analysis on the differentially expressed genes in each of the germ cell clusters (Supplementary Data S3). The genes in cluster 1 were enriched in the GO terms of “peptide metabolic process” and “stem cell population maintenance”, while the genes in cluster 3 were enriched in the categories of “meiotic cell cycle” and “chromatin organization involved in meiosis”, which showed striking meiosis-related features (Fig. 3d). Noticeably, RA-responsive phase FGC-specific genes were enriched in mitotic and meiotic cell cycle processes, suggesting that the cell cycle phase transition occurs at this stage.

To further explore the regulation of meiosis initiation and progression, we analyzed the differentially expressed transcription factors across germ cell clusters (Fig. 3e). 

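Among the 4 stages, SOX17 (146 CPM, 115–182), SOX15 (107 CPM, 81.2–138), ETV4 (84.8 CPM), PRDM1 (75.6 CPM) and TEAD4 (73.7 CPM, 52.7–100.4) were highest in mitotic-like cells. Their next highest stage stood at 21.4 CPM for SOX17, 3.25 CPM (3 UMIs, 0.670–9.50) for SOX15, 21.7 CPM for ETV4, 12.2 CPM for PRDM1 and 24.8 CPM for TEAD4. All mitotic-like values come from barcodes ending in 1, in which the RA-responsive-like cells had 22.5, 1.67, 13.7, 11.2 and 27.9 CPM of the same genes in that order.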

We found that transcription factor genes like *TEAD4*, *ETV4*, *PRDM1*, *SOX15*, and *SOX17* showed expression peaks specifically in the mitotic stage FGCs, which may be involved in primordial germ cell proliferation. Additionally, *ESX1*, *MSX1*, *RFX6*, and *ZGLP1* exhibited peak expression in RA-responsive stage FGCs. 

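MSX1 (68.7 CPM, 60.7–77.4), RFX6 (81.3 CPM, 72.6–90.8) and ESX1 (55.5 CPM, 48.3–63.4) were highest in RA-responsive-like cells. Next came meiotic-like cells for MSX1 (18.5 CPM) and ESX1 (19.8 CPM) and oogenesis-like cells for RFX6 (8.67 CPM). ZGLP1 stood at 132 CPM (121–144) in RA-responsive-like and 7.37 CPM (4 UMIs) in mitotic-like cells, a log2 ratio of 4.17 (2.80–6.05), and 4.35 within barcodes ending in 1. The alternative that moved this ratio most left out the upper gene limit and gave 3.48.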

Evidence has shown that *MSX1* and *ZGLP1* are associated with meiosis initiation^15,16^, but no reports exist yet about the functions of *ESX1* and *RFX6* in meiosis. 

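DMRTC2 was at 66.5 CPM (56.6–77.7) in meiotic-like cells (63.0 and 80.0 CPM in barcodes ending in 1 and 2). It had 26.0 CPM (16.7–38.7) in oogenesis-like cells, 7.49 CPM in RA-responsive-like cells and 1 UMI in mitotic-like cells (0.0467–10.3 CPM).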

Noticeably, *DMRTC2* was specifically expressed in cluster 3 (Fig. 3e and Supplementary Fig. S1c), which might play an important role in meiosis progression^17^. 

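SOHLH1 stood at 81.3 CPM (63.9–102) and NOBOX at 39 CPM (27.3–54.0) in oogenesis-like cells. In meiotic-like cells they were at 12.2 and 6.74 CPM, and mitotic-like cells had no UMI of either gene.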

For cluster 4, cells showed high levels of folliculogenesis-associated genes such as *FIGLA*, *NOBOX*, and *SOHLH1*. To further compare the differences between human and monkey FGC development, we downloaded the scRNA-seq data of human FGCs^5^, and analyzed the expression patterns of these transcription factors (Fig. 3f). As expected, the majority of transcription factors exhibited similar patterns between human and monkey FGCs. Noticeably, both *SOX15* and *SOX17* were highly expressed in monkey mitotic FGCs, while only *SOX15*was highly expressed in human mitotic FGCs (Fig. 3e, f). Moreover, hierarchical cluster analysis of these transcription factors also showed that there was a slight difference in the expression patterns of transcription factors between human and monkey FGCs (Fig. 3e, f). In addition, the zinc-finger protein family plays important roles in early oogenesis. For example, *ZNF625*, *ZNF217*, and *ZNF728* were mainly expressed in cluster 1, while *ZNF131* and *ZNF711* exhibited peak expression in cluster 3 (Supplementary Fig. S1d). 

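ZNF728 (219 CPM, 182–262), ZNF217 (173 CPM, 140.0–212) and ZNF625 (49.8 CPM, 32.8–72.4) were highest in mitotic-like cells, with 105, 79.3 and 22.7 CPM in RA-responsive-like cells. Meiotic-like cells had the highest ZNF131 (285 CPM, 264–307) and ZNF711 (279 CPM, 258–301), against at most 104 and 64.8 CPM in the other stages. By barcode ending, ZNF131 was at 303 and 215 CPM and ZNF711 at 300.4 and 195 CPM in meiotic-like cells.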

Overall, our data demonstrate that the different germ cell clusters may represent different cell stages en route to early oogenesis.

### Majority of FGCs adopt an apoptotic fate

In contrast to the second wave of oogenesis, the majority of FGCs may undergo apoptosis after the branch point 2 (Fig. 2c). To dissect the mechanisms of germ cell fate determination, we performed re-clustering of the germ cells at a higher resolution and reconstructed the germ cell lineage using Monocle2. As a result, 11 sub-clusters were identified and the G8 and G9 may likely undergo apoptosis, while the G7 and G10 may generate primordial follicles (Fig. 4a, b). 

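With the lowest resolution that gives 11 sub-clusters, the germ cell-like cells split into 1 mitotic-like, 3 RA-responsive-like, 2 meiotic-like and 1 oogenesis-like sub-cluster, and 4 without a name. At resolution 0.6 there were 10. The table carries no labels of G1 to G11, and the meiotic-like sub-clusters (689 and 177 cells) stand here for G8 and G9 and the oogenesis-like one for G7 and G10. The smaller of the 2 has FIGLA as its first leading gene and SYCP1 among the next, and at resolution 1.0 of all cells 124 of its 177 cells lie in an oogenesis-like sub-cluster, so its place as G8 or G9 is uncertain. All other germ cell-like cells, the unnamed ones included, are the reference of the ratios given for meiotic-like cells.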

After entering meiosis, primordial germ cell-associated genes, such as *TFAP2C*, were down-regulated, while meiotic genes, such as *STRA8*, were up-regulated (Fig. 4c). Notably, the G8 and G9 at the end of the pseudotime exhibited sharply increased expression of meiotic genes, such as *SYCP1* and *SYCP2*, while G7 and G10 highly expressed *MT1X* that is essential for anti-apoptosis (Fig. 4c and Supplementary Fig. S2a)^18^. 

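SYCP1 was at 676 and 885 CPM and SYCP2 at 1172 and 565 CPM in the larger and the smaller meiotic-like sub-cluster, against 45.5 and 206 CPM in oogenesis-like cells. An unnamed germ cell sub-cluster of 732 cells also had 562 CPM of SYCP1 and 712 CPM of SYCP2. MT1X stood at 1448 CPM (1371–1527) in oogenesis-like cells and at 17.4 and 60.7 CPM in the meiotic-like sub-clusters. Over the other germ cells, the log2 ratio of MT1X in meiotic-like cells was −3.04 (−3.43 to −2.67). It was −2.95 within barcodes ending in 2 and −0.30 (−0.98 to 0.33) within those ending in 1, where the relation does not hold and where only 10 oogenesis-like cells lie. Leaving out the upper gene limit moved it most, to −5.03.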

To identify genes that were exclusively expressed in a given cell type, we performed differential gene expression analysis to identify highly variable genes for each cluster (Supplementary Data S4). Venn diagram shows the significant differences between G7/G10 and G8/G9 (Fig. 4d). Moreover, GO analysis on the differentially expressed genes across from G7 to G10 showed that the GO term “execution phase of apoptosis” was highly enriched in the G9 cluster (Fig. 4e), suggesting that the cells in G9 may undergo apoptosis.

**Fig. 4:**
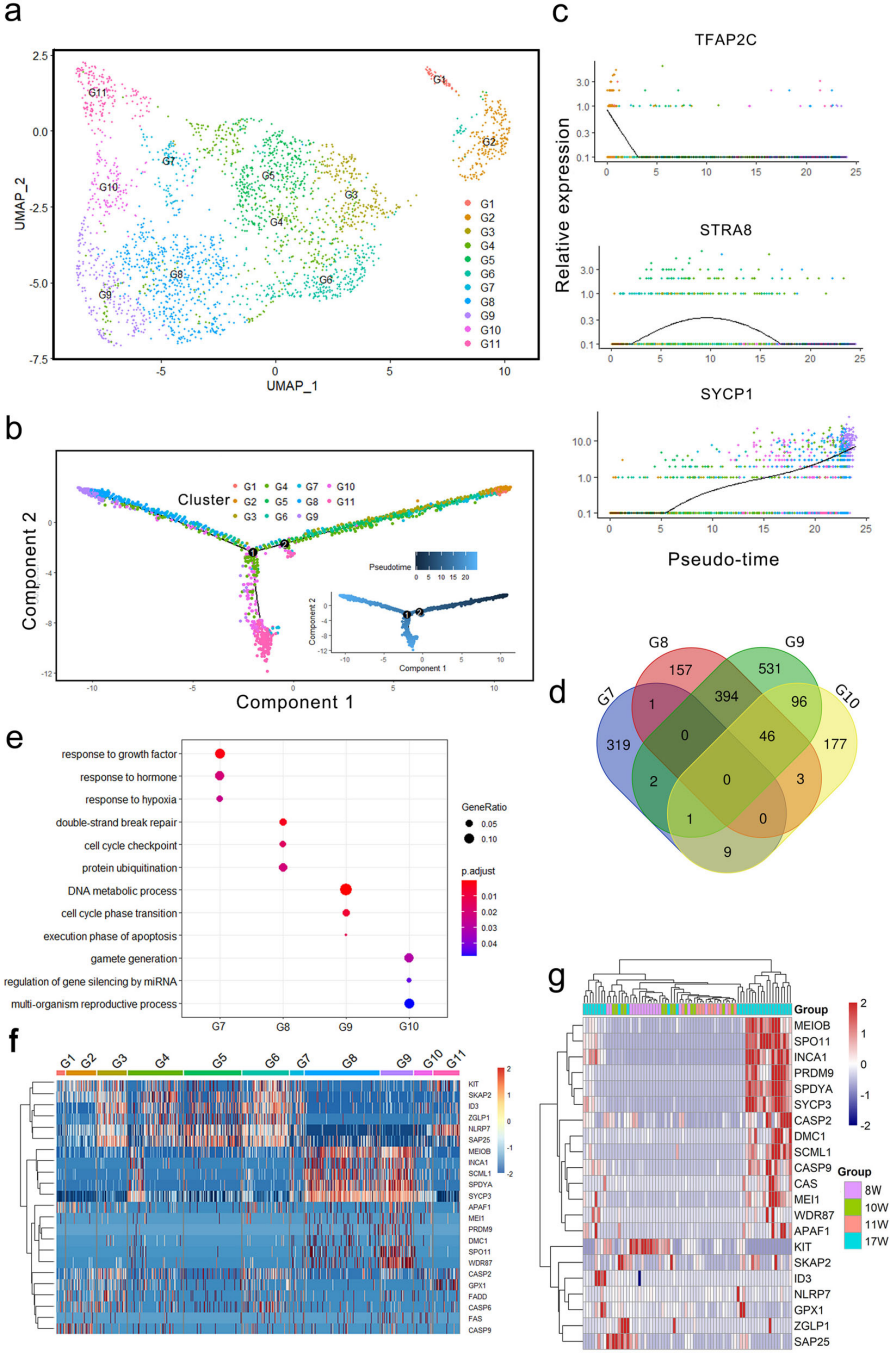
Female germ cell fate determination. **a** Re-clustering of germ cells at a higher resolution. The 11 sub-clusters (G1–G11) were assigned and colored as indicated on the figure key. **b** Cell lineage reconstruction using monocle2. Sub-cluster G1 represents the start of pseudotime, with sub-cluster G11 at the end. **c** Dynamic expression of stage-specific genes along pseudotime. **d** Overlap of highly variable genes among G7–G10 sub-clusters. **e** GO analysis of differentially expressed genes in clusters G7–G10. **f** Heatmap representing the survival, apoptosis, and meiotic genes in monkey female germ cells. **g** Heatmap representing the survival, apoptosis, and meiotic genes in human female germ cells. Each row represents a gene, and each column represents a single human female germ cell.

To further dissect the differences between apoptotic and oogenic germ cells, we selected several marker genes that were differentially expressed among these clusters (Fig. 4f and Supplementary Fig. S2b). For example, *NLRP7* is specifically expressed in germ cells that undergo oogenesis^19^, but this gene is not expressed in G8 and G9, which indicates that the cells in cluster G8 and G9 are probably primed for the apoptosis process. Moreover, several genes associated with germ cell development, such as *KIT* that is essential for germ cell survival^20^, also exhibit similar expression patterns with *NLRP7*. Furthermore, *ZGLP1* was shown to induce the oogenic fate in mice^16^, which is absent in clusters G8 and G9 but expressed in other meiotic germ cells. In contrast, meiotic genes, such as *SPO11*, *PRDM9*, and *DMC1*, were specifically expressed in G8 and G9 clusters. 

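NLRP7 was at 23.7 CPM (17.3–31.7) in the larger and 128 CPM (97.7–164) in the smaller meiotic-like sub-cluster. It stood at 769 CPM in oogenesis-like, 380.0 CPM in RA-responsive-like and 164 CPM in mitotic-like cells. By barcode ending, meiotic-like cells had 23.8 and 125 CPM and RA-responsive-like cells 372 and 392 CPM of NLRP7. From the lack of this gene in G8 and G9, the paper reasons that their cells are probably primed for apoptosis.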

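KIT had 17.4 CPM (12.0–24.4) and 50.2 CPM (32.2–74.7) in the meiotic-like sub-clusters, 120.3 CPM in oogenesis-like, 133 CPM in mitotic-like and 72.8 CPM in RA-responsive-like cells. The median log2 ratio of NLRP7 and KIT in meiotic-like over other germ cells was −2.26 (−2.53 to −2.03), with −2.5 and −1.81 in barcodes ending in 1 and 2. A mean of the CPM of single cells in place of sums moved it most, to −1.78.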

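ZGLP1 was at 6.32 CPM (12 UMIs, 3.27–11.0) and 10.5 CPM (5 UMIs, 3.40–24.4) in the meiotic-like sub-clusters. The 3 RA-responsive-like sub-clusters had 172, 156 and 84.8 CPM. Granulosa-like cells, which serve as a background, had 6.93 CPM of ZGLP1.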

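SPO11 reached 129 and 92.1 CPM in the larger and the smaller meiotic-like sub-cluster, and DMC1 99.1 and 10.5 CPM. PRDM9 had 110 UMIs in the larger one (58.0 CPM, 47.7–69.9) and none in the smaller one (upper limit of 3 counts). Together the log2 ratio of these genes in meiotic-like over other germ cells had a median of 3.05 (2.61–3.26), with 3.07 and 2.5 in barcodes ending in 1 and 2. Without the upper gene limit, the alternative that moved it most, it was 4.33.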

And PRDM9-mediated H3K4me3 at hotspots could direct double-strand breaks (DSBs) fate during meiosis recombination^21^. Moreover, *WDR87*, *SPDYA*, and *SCML1* also exhibit higher expression in G8 and G9, which may be critical for the regulation of germ cell fates (Supplementary Fig. S2b). In addition, hierarchical cluster analysis of these genes also showed that the apoptosis-associated genes, such as *CSAP2*, *CASP9,* and *APAF1*, were close to the meiotic genes, such as *PRDM9*, *DMC1*, and *SPO11*, rather than *NLRP7* and *KIT*. Furthermore, *CSAP2*, *CASP9*, and *APAF1* exhibited similar expression patterns with *PRDM9*, *DMC1*, and *SPO11* in human FGCs (Fig. 4g), which further confirms that the germ cells that sharply express meiotic genes, such as *SPO11*, *DMC1*, and *PRDM9*, may undergo apoptosis. Collectively, our findings indicate that the majority of FGCs are probably ready to undergo apoptosis, which may contribute to FGC attrition^22^.

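SCML1 (520.4 CPM, 492–550.2), SPDYA (512 CPM, 484–542) and WDR87 (131 CPM, 117–147) were highest in meiotic-like cells, with at most 33.6, 36.1 and 17.0 CPM in the other stages. The smaller meiotic-like sub-cluster had 157, 316 and 29.3 CPM of these genes. Within barcodes ending in 2 the meiotic-like cells had 277, 412 and 117 CPM, and the RA-responsive-like cells 50.2, 56.3 and 27.8 CPM.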

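Over the other germ cells, the log2 ratio in meiotic-like cells was −0.20 (−0.53 to 0.12) for CASP2, −0.47 (−1.07 to 0.08) for CASP9 and 0.79 (0.41–1.16) for APAF1, a median of −0.20 (−0.47 to 0.13). The median was −0.28 and 0.23 in barcodes ending in 1 and 2, and ranged from −0.29 to −0.07 over the alternatives. APAF1 alone was at 0.63 (0.22–1.04) and 0.77 (−0.30 to 1.73) by ending. CASP9 was highest in mitotic-like cells (49.8 CPM, 32.8–72.4, against 13.9 CPM in meiotic-like) and CASP2 in RA-responsive-like cells (57.6 against 43.8 CPM).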

### Identification of the granulosa cell subpopulations

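FST stood at 106 CPM (101–111) in granulosa-like cells, 93.3 CPM (82.4–105) in ovarian surface epithelium-like and 42.5 CPM in germ cell-like cells. FOXL2 had few UMIs, with 4.84 CPM (3.88–5.96) in granulosa-like cells and at most 2.18 CPM in the other classes. By barcode ending the granulosa-like cells had 82.5 and 128 CPM of FST and 5.92 and 3.79 CPM of FOXL2.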

Granulosa cells are the most important somatic cells in the ovary, which markedly express *AMHR2*, *FOXL2*, and *FST* genes (Fig. 5a), and play important roles in FGC development and in the formation of primordial follicles. To examine the features of granulosa cells more closely, we detected the differentially expressed genes in each cluster, and the highly variable expressed genes in granulosa cells were identified (Fig. 5b). For example, *HES1*, *NR4A1*, and *EGR3* were mainly expressed in cluster 5, while *ADIRF*, *CBLN2*, and *LYPD1* exhibited peak expression in cluster 9. 

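The 5 granulosa-like clusters are mostly of 1 barcode ending each, so for most of them cluster and barcode set cannot be told apart. In the one led by EGR4 and DUSP2 (1753 cells, 98.6% with barcodes ending in 1), HES1 was at 1402 CPM, EGR3 at 702 CPM and NR4A1 at 586 CPM. The next granulosa-like values were 625, 299 and 349.7 CPM. In another (930 cells, 0.1% with barcodes ending in 1), ADIRF was at 159 CPM (148–169), CBLN2 at 130.0 CPM (121–139.8) and LYPD1 at 192 CPM (181–204), against at most 35.8, 61.5 and 40.4 CPM in the other granulosa-like clusters. Outside granulosa-like cells, ADIRF reached 630.5 CPM in the pericyte-like cluster. The name of the cluster of 930 cells is not firm, since 447 of them without the upper limit and 450 with the barcode sets integrated lie in an unnamed cluster whose best class is pericyte or smooth muscle. This bears on each value given for that cluster below.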

Subsequently, we performed principal component analysis (PCA) on the significant principal components to compare the transcriptomes of granulosa cells (Supplementary Fig. S3a). The PC1 axis had the most differences between the two samples. The E84 sample was located on the left side, whereas the E116 sample was located on the right side. The PC2 axis was dominated by differences in the cluster level within granulosa cells. However, we did not find any distinct boundary to group the granulosa cells.

**Fig. 5:**
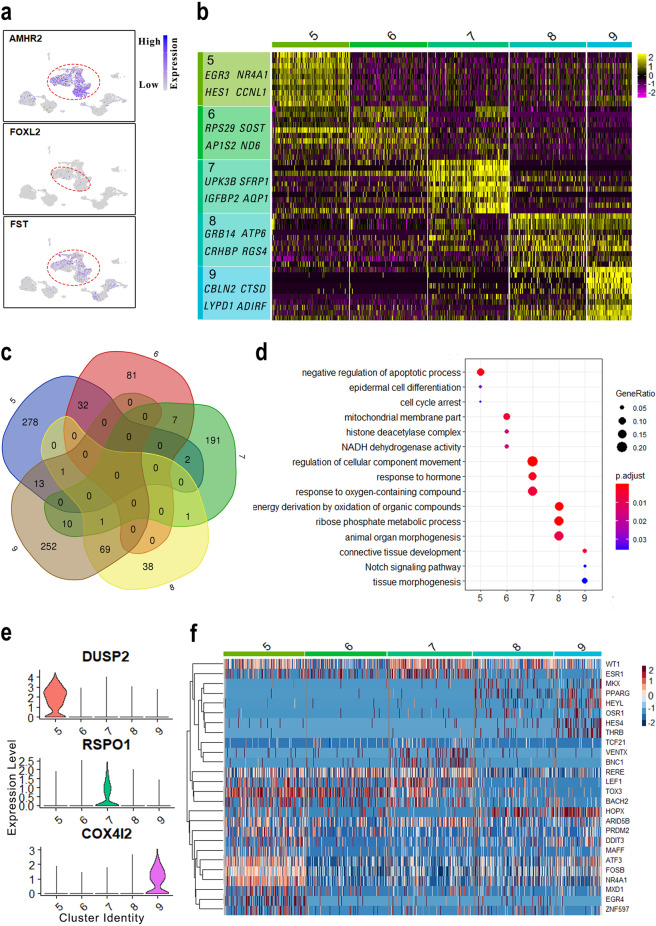
Dynamic changes of granulosa cell transcriptomes. **a** The expression of granulosa cell marker genes, with their expression projected onto the UMAP plot. **b** Heatmap showing representative marker genes of granulosa cell subpopulations (clusters 5–9). **c** Venn diagram shows overlapping of differentially expressed genes among granulosa cell populations. **d** The enriched GO terms (biological processes) to the subpopulations of the granulosa cells (clusters 5–9). **e** Violin plots show the specific expressed genes in different granulosa cell subpopulations. **f** Heatmap representing the dynamics of transcription factors across granulosa cell populations.

To further explore the differences among granulosa cell clusters, we detected 326, 120, 212, 110, and 346 genes that differentially expressed across granulosa cell populations. Venn diagram shows that there are significant differences between cluster 5 and cluster 8 as well as cluster 6 and cluster 9 (Fig. 5c). This result suggests that the granulosa cells have undergone dramatic changes from E84 to E116 stages. To ascertain the features of granulosa cell subpopulations, we performed GO analysis on the differentially expressed genes in each cluster (Fig. 5d). As a result, the genes in cluster 5 were enriched in the categories of “negative regulation of apoptotic process” and “cell cycle arrest”, while the genes in cluster 9 were enriched in the GO terms of “notch signaling pathway” and “tissue morphogenesis”. Noticeably, certain genes in cluster 7 were enriched in the categories of “response to hormone”. Collectively, these results indicated that subpopulations of granulosa cells play distinct roles in fetal ovary development.

To dissect the mechanisms that regulate granulosa cell development, we analyzed the differentially expressed genes and transcription factors across granulosa cell clusters. We found that highly variable genes like *RSPO1*, *DUSP2*, and *COX4I2* exhibited peak expression specifically in the cluster 5, cluster 7, and cluster 9, respectively (Fig. 5e). 

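DUSP2 was at 629 CPM (612–646) in the granulosa-like cluster of 1753 cells and at most 116 CPM in the other granulosa-like clusters. RSPO1 had 47.1, 50.7 and 40.5 CPM in the granulosa-like clusters of 1753, 306 and 726 cells, whose intervals overlap, and 142 CPM (128–156) in ovarian surface epithelium-like cells. The leading genes of the latter include UPK3B and AQP1, which Fig. 5b lists for cluster 7, and Fig. 5e shows RSPO1 in cluster 7 and DUSP2 in cluster 5.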

Noticeably, *RSPO1*, an activator of the WNT/β-catenin pathway, is located upstream of the female sex determination signaling pathway, which could promote cell proliferation and ovarian differentiation^23,24^. In contrast, *DUSP2* is a substrate for mitogen-activated protein kinases (MAPKs)^25^, which may play an important role in inhibiting cell proliferation. Additionally, *COX4I2* is specifically expressed in cluster 9, which is involved in the modulation of oxygen affinity through hypoxia-sensing pathways, suggesting its role in the activation of primordial follicles^26^. 

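COX4I2 stood at 152 CPM (142–163) in the granulosa-like cluster of 930 cells and at most 23.2 CPM in the other granulosa-like clusters. In the 127 pericyte-like cells, 117 of them with barcodes ending in 2, it reached 1206 CPM (1108–1311). By barcode ending, granulosa-like cells had 5.03 and 98.4 CPM. From its link to hypoxia sensing the paper proposes a role of COX4I2 in the activation of primordial follicles. 

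**Figure D2:**
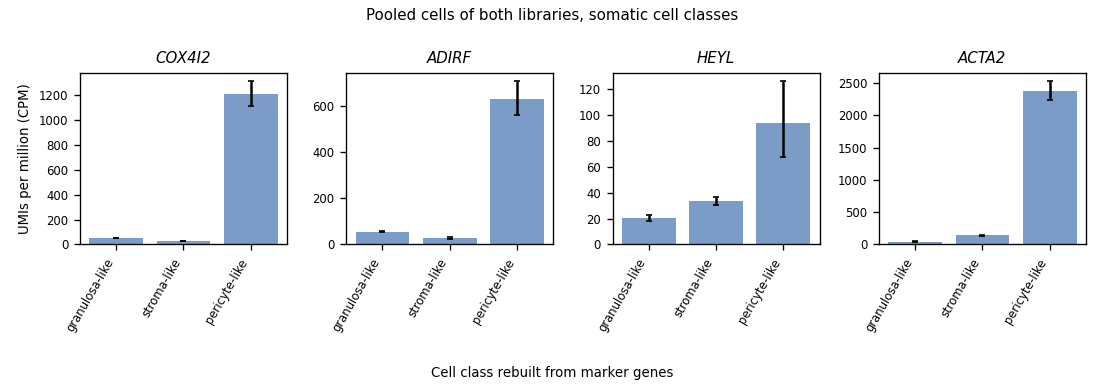
Bars give CPM of COX4I2, ADIRF, HEYL and ACTA2 in granulosa-, stroma- and pericyte-like cells, summed over the pooled cells of both libraries, and error bars are 95% exact Poisson intervals. Each gene is highest in pericyte-like cells, COX4I2 at 1206 CPM against 52.5 CPM in granulosa-like and 27.3 CPM in stroma-like cells.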

Interestingly, *RDH10* also expressed in cluster 9 (Supplementary Fig. S3b), which is essential for the production of RA^27^. On the other hand, transcription factors were clustered across granulosa cell subpopulations (Fig. 5f). 

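RDH10 was at 293 CPM (279–307) in the granulosa-like cluster of 930 cells, 118 CPM or less in the other granulosa-like clusters and 167 CPM in the stroma-like cluster of 1831 cells. Over all granulosa-like cells it had 97.8 CPM in barcodes ending in 1 and 214 CPM in those ending in 2.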

The *EGR4*, *ZNF597*, *DDIT3*, *MXD1*, and *MAFF* specifically expressed in cluster 5, while *MKK*, *PPARG*, *OSR1*, *HES4*, *THRB*, and *HEYL* mainly expressed in cluster 8 and cluster 9. Additionally, *ATF3*, *FOSB*, and *NR4A1* displayed higher expression in cluster 5 than other populations, whereas *ESR1* exhibited peak expression in cluster 7, which is consistent with the “response to hormone” category in cluster 7. Collectively, highly variable expressed transcription factors may instruct the differentiation of granulosa cells in a distinct manner.

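Among granulosa-like clusters, that of 1753 cells had the highest EGR4 (109.5 CPM, 102–117), ZNF597 (60.3 CPM), MXD1 (99.2 CPM) and MAFF (89.8 CPM), with next values of 25.8, 35.8, 37.0 and 45.1 CPM. DDIT3 was at 105 CPM (98.1–112) there and 98.1 CPM (90.0–107) in the cluster of 930 cells. The latter cluster had the highest HES4 (40.4 CPM), THRB (44.5 CPM) and HEYL (53.7 CPM). PPARG (64.5 CPM) and OSR1 (59.0 CPM) were highest in the cluster of 306 cells. MKK is not a gene name of the table, and MKX, which Fig. 5f shows, was highest (38.7 CPM) in the cluster of 1137 cells. Cells outside the granulosa-like clusters exceed these values for MAFF (262 CPM) and HEYL (93.8 CPM) in pericyte-like cells, and for OSR1 (70.2 CPM) and MKX (43.5 CPM) in the stroma-like cluster of 1831 cells.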

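ATF3 (588 CPM) and FOSB (922 CPM) were highest among granulosa-like clusters in that of 1753 cells, before that of 930 cells with 468 and 618 CPM. Stroma-like cells had 563 CPM of ATF3, 1449.8 CPM of FOSB and 646 CPM of NR4A1, against 460.2, 699.7 and 415 CPM over all granulosa-like cells. ESR1 was at 58.7 CPM (53.5–64.2) in the cluster of 1753 cells, 46.3 CPM in that of 930 cells and 83.7 CPM (73.4–95.1) in ovarian surface epithelium-like cells. Within barcodes ending in 1, stroma-like cells had 544 CPM of ATF3, 1449.3 CPM of FOSB and 579 CPM of NR4A1, and granulosa-like cells 543, 855 and 542 CPM.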

### Similar characteristics between progenitor theca cells and fetal Leydig cells

Theca cells are another important somatic cell type in the ovary, which is required for folliculogenesis. However, the origin of theca cells has not been fully demonstrated. To explore the origin of theca cells, we performed scRNA-seq on the whole fetal ovary. Surprisingly, in addition to granulosa cells, there are four groups of cells that highly expressed fetal Leydig cell markers, such as *DLK1*, *CXCL12*, *PDGFRA*, and *TCF21* (Fig. 6a). Therefore, we named these cells Leydig cells. 

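CXCL12 (475 against 27.8 CPM), PDGFRA (82.9 against 2.42 CPM) and TCF21 (467 against 20.6 CPM) were higher in stroma-like than in granulosa-like cells. With DLK1 included, the median log2 ratio of the 4 genes was 4.80 (4.58–5.00), and 4.55 and 5.45 in barcodes ending in 1 and 2. A mean of the CPM of single cells moved it most, to 4.33. Pericyte-like cells had 404 CPM of CXCL12 and 13.1 CPM of PDGFRA. The 4 stroma-like clusters, of 1831, 1766, 293 and 192 cells, stand here for the cells named Leydig cells.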

Noticeably, Leydig cells also express *NR2F2*, *WT1*, and *GLI1* (Fig. 6a), which suggested that Leydig cells may be the progenitor theca cells^2,28^. 

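NR2F2 stood at 767 CPM (753–781) in stroma-like cells, 838 CPM in pericyte-like, 388 CPM in endothelial-like and 76.5 CPM in granulosa-like cells. GLI1 had 27.9 CPM (25.3–30.6) in stroma-like and 0.715 CPM in granulosa-like cells. WT1 was at 61.5 CPM (57.6–65.6) in stroma-like cells, 195 CPM in granulosa-like and 287 CPM in ovarian surface epithelium-like cells. In barcodes ending in 1 and 2 the stroma-like cells had 695 and 815 CPM of NR2F2, 34.4 and 23.5 CPM of GLI1, and 67.7 and 57.5 CPM of WT1. From the expression of these genes the paper proposes that the Leydig cells are progenitor theca cells.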

To further determine the origin of theca cells, we re-clustered the Leydig cells at a higher resolution and detected the levels of theca cell marker genes. As expected, the structural theca cell marker genes *PTCH1* and *ACTA2* as well as endocrine theca cell marker gene *CYP17A1* exhibited differentially expressed patterns across Leydig cell populations (Fig. 6b and Supplementary Fig. S3c), which indicated that progenitor theca cells exhibit the similar characteristics to fetal Leydig cells.

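PTCH1 had 73.6, 73.0, 74.3 and 57.1 CPM in the stroma-like clusters of 1831, 1766, 293 and 192 cells. ACTA2 stood at 243 CPM (231–257) in that of 1766 cells, 72.8, 107 and 197 CPM in the others and 2384 CPM in pericyte-like cells. CYP17A1 was rare, with a UMI in 0.980% (0.701–1.33) of stroma-like cells (median 3289 UMIs) against 0.313% (0.175–0.515) of germ cell-like cells (median 1219 UMIs). With each cell thinned to 1000 UMIs the shares were 0.314% (0.162–0.548) of 3822 and 0.174% (0.0565–0.405) of 2877 cells, a difference not detectable at this depth, with 260 and 1920 cells left out. Thinning moved the stroma-like share most, to 0.288% in a separate draw, and without the upper gene limit the unthinned share was 1.49%. Of the 326 CYP17A1 UMIs in retained cells, 230 lie in 4 cells, 3 stroma-like and 1 granulosa-like with 192 UMIs, a group chosen after its values were seen. The latter cell is named stroma-like when cells over the upper gene limit are clustered too.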

**Fig. 6:**
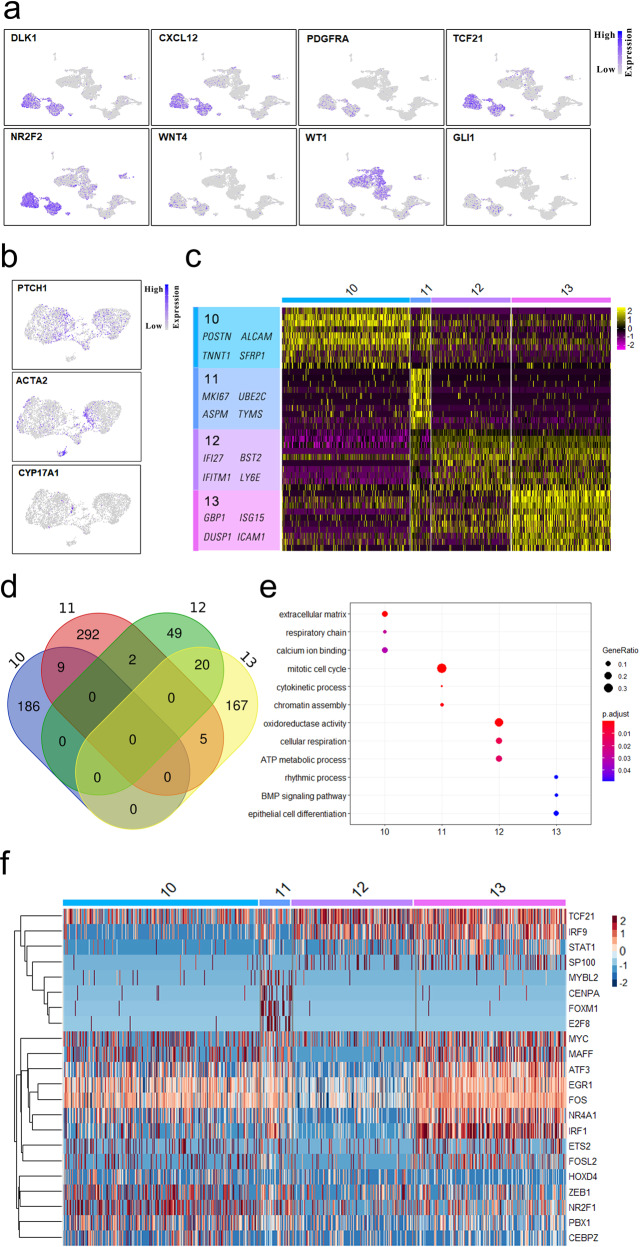
Dynamic changes of transcriptome in theca cells. **a** UMAP cluster map showing expression of selected known marker genes for Leydig cells. **b** The expression patterns of theca cell-associated marker genes. **c** Heatmap showing representative differentially expressed genes across theca cell populations. **d** Venn diagram shows overlapping of differentially expressed genes among theca cell populations. **e** Top GO terms within the differentially expressed genes unique to the theca cells. **f** Hierarchical clustering of the critical transcription factors among theca cell subpopulations.

To further characterize theca cells, we detected the highly variable expressed genes across theca cell populations (Fig. 6c and Supplementary Fig. S4a). Obviously, cluster 11 is significantly different from the other three clusters. For example, *MKI67*, *SGO1*, *CDK1*, *CCNA2*, and *CENPF* were specifically expressed in cluster 11, whereas *IFI27*, *IFITM1*, and *BST2* were generally expressed in cluster 12 and cluster 13 (Fig. 6c and Supplementary Fig. S4a). Additionally, 195, 308, 71, and 192 differentially expressed genes were detected across theca cell populations. 

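MKI67 (703 CPM), SGO1 (166 CPM), CDK1 (361 CPM), CCNA2 (246 CPM) and CENPF (1669 CPM) were highest in the stroma-like cluster of 192 cells. At resolution 1.0, 109 of these cells lie in a stroma-like and 83 in an ovarian surface epithelium-like cluster, so the name of the group as stroma-like holds for part of it. The highest other stroma-like values were 27.5, 13.8, 13.3, 19.3 and 53.6 CPM. IFI27 was at 4359 CPM in the stroma-like cluster of 1831 cells, 3326 CPM in that of 293, 2321 CPM in that of 192 and 402 CPM in that of 1766 cells, 98.3% of which have barcodes ending in 1. IFITM1 stood at 510.0, 311, 170.0 and 66.0 CPM and BST2 at 503, 432, 154 and 15.0 CPM in the same order. Granulosa-like cells had up to 6130.2 CPM of IFI27 and 811 CPM of BST2 in 1 cluster.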

Similar to granulosa cells, theca cells exhibited distinct features between each cluster (Fig. 6d). To explore the features of theca cells, we carried out GO analysis on the differentially expressed genes in each cluster (Fig. 6e). Noticeably, the genes in cluster 13 were enriched in GO terms of “rhythmic process” and “BMP (bone morphogenic protein) singling pathway”, which suggests that theca cells in cluster 13 may be involved in folliculogenesis. To dissect the mechanisms that control theca cell differentiation, we clustered the transcription factors across theca cell populations. Obviously, the transcription factors in cluster 11, such as *MYBL2*, *CENPA*, *FOXM1*, and *E2F8*, displayed significant differences compared to that in the other three theca cell clusters (Fig. 6f). 

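CENPA (149 CPM, 123–178), E2F8 (91.8 CPM), FOXM1 (85.6 CPM) and MYBL2 (73.2 CPM) were highest in the stroma-like cluster of 192 cells, 83 of which are named ovarian surface epithelium-like at resolution 1.0, and 68.8% of which have barcodes ending in 1. The other 3 stroma-like clusters had at most 11.0, 2.75, 8.25 and 9.79 CPM of these genes.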

The fate of cells in cluster 11 needs to be further explored.

### Signaling pathways and interactions between niche and germ cells throughout fetal ovary development

The mitosis to meiosis transition and primordial follicle formation processes are crucial steps during fetal ovary development in primates. However, the molecular mechanisms and signaling pathways that are involved in these processes have not been fully explored. Therefore, we investigated the changes in RNAs encoding signaling pathway-associated factors during fetal ovary development to provide insights into FGC development and niche-germ cell interactions.

Our sequencing data showed that the RA signaling pathway and BMP signaling pathway are involved in oogenic program initiation and meiotic progression. For the BMP signaling pathway, the ligand *BMP2* was highly expressed in granulosa cells, whereas the receptor *BMPR1B* was expressed in both granulosa cells and FGCs. 

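BMP2 stood at 71.0 CPM (67.1–74.9) in granulosa-like and 67.0 CPM (57.8–77.3) in ovarian surface epithelium-like cells, with 35.5 CPM in macrophage-like, 32.1 CPM in endothelial-like and 18.7 CPM in germ cell-like cells. BMPR1B was at 106 CPM (101–111) in granulosa-like and 44.9 CPM (40.8–49.3) in germ cell-like cells, against 9.81 CPM in stroma-like cells. By barcode ending, granulosa-like cells had 98.8 and 44.0 CPM of BMP2 and 65.5 and 145 CPM of BMPR1B.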

Noticeably, the targets *ID1*, *ID2*, and *ID3* were expressed in FGCs in a stage-specific manner (Fig. 7a). This pattern suggests that the BMP signaling pathway may play an important role in meiosis initiation and progression. Additionally, the ligand of the KIT signaling pathway (*KITLG*) was specifically expressed in granulosa cells, and the receptor *KIT* was highly expressed in FGCs, which is crucial for germ cell survival^20^. 

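ID1 was highest in mitotic-like cells (323 CPM, 277–374) and fell to 172 CPM in RA-responsive-like and 37.1 CPM in meiotic-like cells. ID3 was highest in RA-responsive-like cells (202 CPM, 188–217), with 20.3 CPM in mitotic-like, 47.2 CPM in meiotic-like and 93.2 CPM in oogenesis-like cells. ID2 varied less, from 82.5 CPM in meiotic-like to 144 CPM (121–171) in oogenesis-like cells. The receptor gene BMPR1B ranged from 23.6 CPM in meiotic-like to 88.5 CPM in mitotic-like cells. From these patterns the paper proposes that BMP signaling takes part in meiosis initiation and progression.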

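KITLG was at 234 CPM (227–241) in granulosa-like cells, 128 CPM (109–149) in endothelial-like, 67.6 CPM in pericyte-like and at most 36.2 CPM in the other classes. With BMP2, its median log2 ratio in granulosa-like over all other cells was 2.5 (2.41–2.58), and 3.00 and 1.68 in barcodes ending in 1 and 2. Leaving out the upper gene limit moved this most, to 2.06. KIT had 59.2 CPM (54.5–64.2) in germ cell-like and 53.9 CPM (42–68.3) in endothelial-like cells, 30.6 CPM in the unnamed cluster and at most 6.82 CPM in the other classes.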

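PDGFB was at 108 CPM (90.6–127) in endothelial-like cells, 24.0 CPM in pericyte-like, 17.8 CPM in macrophage-like and at most 4.97 CPM in the other classes. PDGFRB stood at 593 CPM (525–668) in pericyte-like, 147 CPM (141–153) in stroma-like and 44.7 CPM (41.7–47.9) in granulosa-like cells. In granulosa-like cells PDGFRB was at 28.6 CPM in barcodes ending in 1 and 60.3 CPM in those ending in 2.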

Interestingly, *PDGFB* was specifically expressed in endothelial cells, and its receptors *PDGFRA* and *PDGFRB* were found in theca cells and partial granulosa cells (Supplementary Fig. S4b), suggesting that endothelial cells may indirectly affect FGC development, through the interactions with other niche cells. To further explore the crosstalk among different cell clusters within the monkey fetal ovary, we established the cell–cell communication network using iTALK package^29^. Notably, nearly all the ligands were derived from progenitor theca cells, and the associated receptors were enriched in other cell types (Fig. 7b), which suggests the important roles of theca cells in ovary development.

**Fig. 7:**
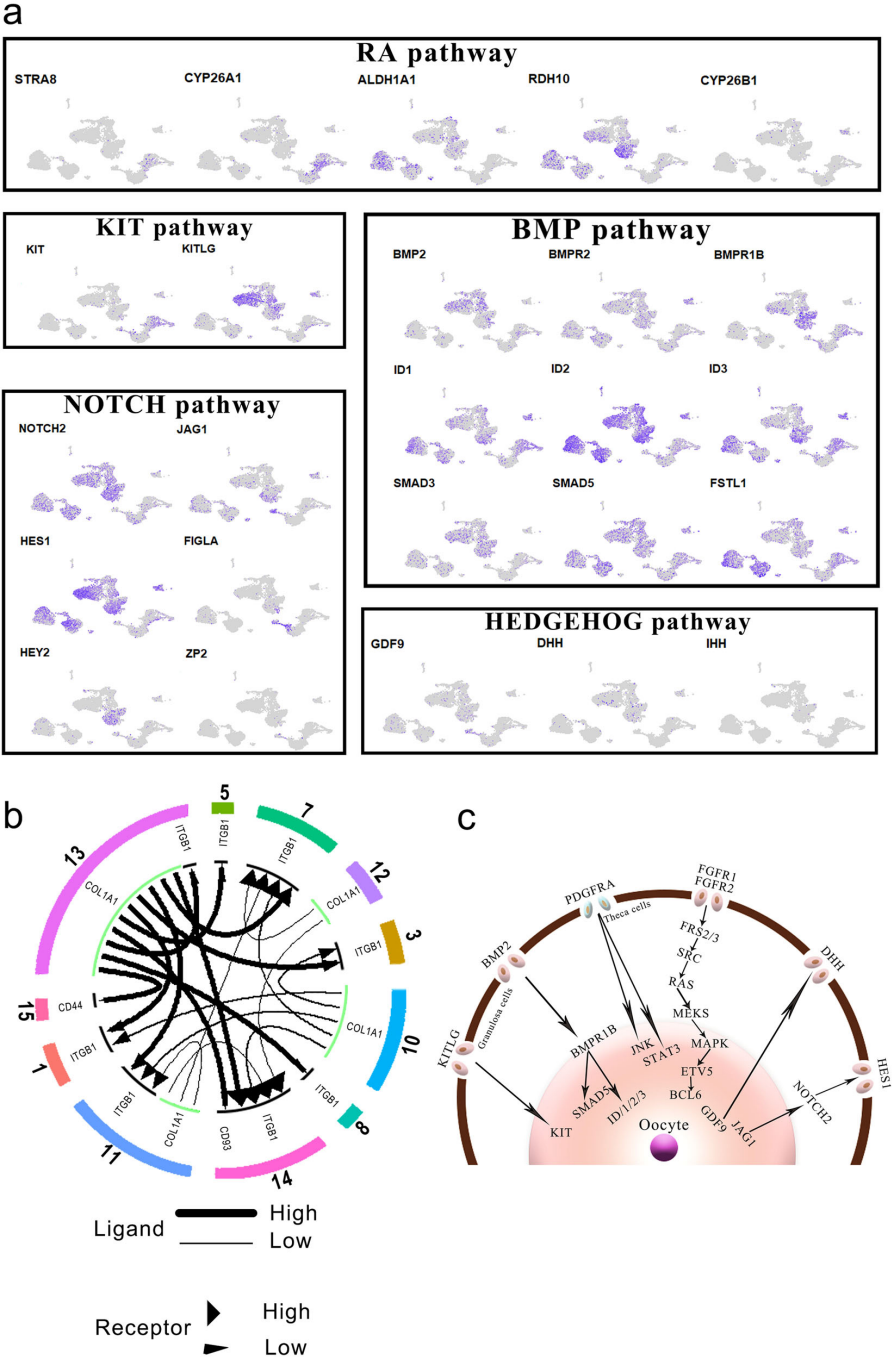
Signaling pathways for niche–germline interactions. **a** Relative expression levels of marker genes from different key signaling pathways. **b** Cell–cell communication networks between different cell clusters. **c** Schematic summary of signaling pathways for niche–germline interactions.

To dissect the interactions between the oocyte and granulosa cells throughout folliculogenesis, we further analyzed the expression of the factors in key signaling pathways, including NOTCH and HEDGEHOG pathways. 

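JAG1 stood at 459 CPM (417–505) in oogenesis-like cells and at most 15.0 CPM in the other 3 named stages, a log2 ratio over the other germ cells of 4.94 (4.65–5.23), and 4.08 within barcodes ending in 2. Those ending in 1 hold too few oogenesis-like cells for a value. A mean of the CPM of single cells moved this ratio most, to 4.21. Among named somatic classes JAG1 was highest in pericyte-like (284 CPM) and endothelial-like cells (147 CPM). NOTCH2 had 199 CPM (192–205) in granulosa-like, 142 CPM (136–148) in stroma-like and 46.2 CPM in germ cell-like cells. HES1 was at 893 CPM in granulosa-like, 649.8 CPM in stroma-like and 679 CPM in endothelial-like cells, and 70.2 CPM in germ cell-like cells.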

Our results showed that the ligand *JAG1* of NOTCH pathway was predominantly expressed in the oocytes at the oogenesis phase, whereas the receptor *NOTCH2* as well as the downstream target gene *HES1* were highly expressed in granulosa cells and progenitor theca cells (Fig. 7a). Next, we investigated the key components of the HEDGEHOG signaling pathway in the oocytes and somatic cells. *GDF9* exhibited a high expression level in the oogenesis phase FGCs, which could promote the production of Desert hedgehog and Indian hedgehog in granulosa cells. Moreover, the receptor *PTCH1* as well as downstream signaling components *GLI1* of the HEDGEHOG pathway were highly expressed in theca cells (Fig. 7a, c), indicating that the HEDGEHOG pathway may play critical roles in the specification of theca cells. 

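DHH was at 12.5 CPM (10.9–14.2) in granulosa-like, 4.08 CPM in stroma-like and 1.13 CPM in germ cell-like cells, with 12.1 and 12.9 CPM in granulosa-like cells by barcode ending. IHH had 3.63 CPM (2.81–4.62) in granulosa-like cells, 0.224 CPM in barcodes ending in 1 and 6.93 CPM in those ending in 2, and at most 1.37 CPM in the other classes. GDF9 itself was at 18.8 CPM over all granulosa-like and 17.5 CPM over all stroma-like cells, a level shared by these somatic classes.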

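Over granulosa-like cells, the log2 ratio in stroma-like cells was 1.34 (1.19–1.49) for PTCH1 and 5.28 (4.49–6.21) for GLI1. Their median was 3.31 (2.95–3.81), with 3.34 and 3.31 in barcodes ending in 1 and 2, and between 3.02 and 3.56 over the alternatives. PTCH1 was at 72.5 CPM in stroma-like, 41.4 CPM in germ cell-like and 28.7 CPM in granulosa-like cells. From PTCH1 and GLI1 in theca cells, the paper proposes a part of the HEDGEHOG pathway in their specification.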

Taken together, our results demonstrate that reciprocally interacting signaling pathways control fetal ovary development in a stage-specific manner.

## Discussion

Fetal ovary development is a complex process in primates, and a full understanding of its regulation requires the integration of multiple data collected from various cell types in the ovary. Here, we performed scRNA-seq analysis of all cells within the fetal ovaries at two different developmental stages to provide new insights into the regulation of fetal ovary development in primates. In this study, we have identified four clusters of FGCs: mitotic phase, RA-responsive phase, meiotic phase, and oogenesis phase. Moreover, the niche cells, such as granulosa cells, theca cells, endothelial cells, and macrophages, were also identified. Furthermore, our work revealed unique characteristics in transcriptional profiles and reciprocal interactions between germ cells and niche cells in each developmental stage. These identified cell types and stage-specific expressed genes in fetal ovaries may offer a valuable information for future functional studies.

FGCs undergo meiosis initiation, primordial follicle formation, and apoptosis. Here, we reconstructed the developmental trajectory of FGCs, which revealed two waves of oogenesis. Noticeably, the first minor oogenesis occurs following the RA-responsive stage, which could further undergo growth and development in the medulla^12^. However, these follicles have to undergo atresia due to lacking hormone stimulation in the prepuberty ovary, and cannot contribute to fertility. On the other hand, the second major oogenesis occurs in the late meiotic prophase accompanied with the apoptosis of the vast majority of germ cells. The germ cells in the second oogenesis will form primordial follicles and stay dormant in the ovarian cortex until puberty^11^. After puberty, the primordial follicles are recruited regularly to generate mature oocytes under the stimulation of gonadotropin hormones, which contributes to the life span of female reproduction.

The mitosis to meiosis transition is a critical step in the oogenic program; however, the mechanisms for the regulation of meiosis initiation have not been fully demonstrated. Previous studies have shown that RA induces the expression of *STRA8*, which could further switch on the meiotic genes, such as *SYCP3*, and repress the early PGC program to promote meiosis initiation. RA enhances this pathway through retinoic acid receptor (RAR)-mediated transcriptional regulation; however, after ablation of RAR-coding genes, the FGCs robustly expressed meiotic genes, such as *STRA8*, *REC8*, and *SYCP3*, showing that RARs are actually dispensable for meiosis initiation^30^. Moreover, recent studies indicate that *Zglp1* is partially overlapped with *Nanog* in mice, which is sufficient to induce the oogenic fate and meiosis entry, whereas RA augments the ZGLP1-activated oogenic program and meiosis initiation^16,31^. 

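Of the 153 germ cell-like cells with a NANOG UMI, 28 (18.3%, 12.5–25.4) also had a ZGLP1 UMI, against 432 of 4644 (9.30%) without one, at median depths of 3753 and 1195.5 UMIs. By barcode ending, 17 and 11 of the 28 cells end in 1 and 2. Within RA-responsive-like cells it was 25 of 62 (40.3%, 28.1–53.6) against 22.3% of 1434. Thinned to 1000 UMIs per cell, which left out 1920 cells, 1 of 51 NANOG-positive cells (1.96%, 0.0496–10.4) and 173 of 2826 others (6.12%) had a ZGLP1 UMI. Over 100 draws of such thinning the share was 4.94% on average (0–18.2) with NANOG and 6.16% without, and within RA-responsive-like cells 12.8% and 11.8%. As a background, 1.75% of granulosa-like and stroma-like cells (median 3390.5 UMIs) had a ZGLP1 UMI. Of the alternatives, the unthinned share was farthest from the value at 1000 UMIs. From the paper's reading that the expression of the pair is separate, it reasons that ZGLP1 serves meiosis entry but not the oogenic fate in primates.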

In our study, *ZGLP1* is mainly expressed in germ cells at the RA-responsive stage, which is not overlapped with *NANOG* in monkey FGCs, indicating that *ZGLP1* is essential for meiosis entry but not for activating the oogenic fate in primates. Moreover, *ZGLP1* is also expressed in the oogenesis phase germ cells, suggesting its roles in subsequent oogenesis.

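ZGLP1 was at 34.7 CPM (23.7–48.9) in oogenesis-like cells, from 32 UMIs in 414 cells, against 7.16 CPM (4.17–11.5) in meiotic-like cells. Within barcodes ending in 2 the values were 35.4 CPM and 4.10 CPM (2 UMIs).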

During the second wave of oogenesis, the germ cells are surrounded by somatic cells to form primordial follicles, while the vast majority of germ cells undergo apoptosis. Reconstructed germ cell lineage revealed that C8 and C9 are likely to undergo apoptosis, while other germ cells maintain survival and undergo oogenesis. *NLRP7* is generally expressed in all stages of oogenesis, and *KIT* is crucial for the survival of germ cells^19,20^. However, *NLRP7* and *KIT* were not expressed in the C8 and C9. Noticeably, several meiosis-associated genes, such as *SPO11*, *PRDM9*, *DMC1*, and *INCA1*, exhibited peak expression in C8 and C9. Recent studies have shown that PRDM9-mediated H3K4me3 could guide SPO11 targeting to induce DSBs^32^. Moreover, earlier formed DSBs occupy more open chromatin and are much more competent to proceed to a crossover fate, whereas later formed DSBs are likely to proceed to a non-crossover fate^21^. In this study, *PRDM9* and *SPO11* specifically expressed in C8 and C9, whose DSBs are formed late causing their non-crossovers fate, which may be the cause for apoptosis of germ cells in C8 and C9.

Ovary and testis have the same developmental origin: the bipotential gonads that are composed of multipotent somatic progenitor cells. After sex determination, the somatic progenitor cells differentiate into Sertoli cells and Leydig cells in male gonads, or granulosa cells and theca cells in female gonads. Our data revealed five clusters of granulosa cells that displayed distinct features in late stage ovaries. In addition, we also provide several new insights into theca cell development, most importantly into the origin of theca cells. Apart from the somatic progenitor cells that differentiated into granulosa cells, the remaining somatic progenitor cells exhibited peak expression of *NR2F2*, which acquire a steroidogenic precursor fate by progressively expressing *CYP17A1*, *PTCH1*, and *ACTA2*. Interestingly, these cells also exhibited the Leydig cell features, which highly expressed Leydig cell marker genes, such as *DLK1*, *TCF21*, and *CXCL12*. In contrast to *SRY* that is essential for male sex determination, *NR2F2* has been shown to control female sex determination through eliminating Wolffian ducts in female embryos^33^. Moreover, *NR2F2*, a lineage-specific transcription factor, plays important roles in cell-type specification and cell fate maintenance^34^. Therefore, we speculated that progenitor theca cells exhibit similar features to fetal Leydig cells, and the features of Leydig cells are eliminated gradually through the development of the ovary dependent on *NR2F2*.

A major area of current interest involves niche–germline communications that coordinately and reciprocally regulate fetal ovary development, but knowledge on how the signaling pathways interact remains limited. In this study, we have identified many ligands and receptors that are derived from the reciprocal compartments. For example, we found that the BMP signaling pathway was activated in FGCs via granulosa cells-driven mechanisms. BMP2, the ligands for the BMP signaling pathway, was specifically expressed in granulosa cells, while its receptor, BMPR1B, and downstream effector, *ZGLP1*, were expressed in FGCs. Our data concur that the BMP–ZGLP1 pathway could also activate the oogenic program in primates. Moreover, the typical RA pathway contributes to oogenic program maturation and PGC program repression. In contrast, NOTCH and HEDGEHOG pathways were activated in niche cells. For instance, the ligand *JAG1* of the NOTCH pathway was specifically expressed in the oocytes, while its receptor *NOTCH2* as well as the downstream target gene *HES1* were highly expressed in granulosa cells and progenitor theca cells. In this study, we have identified several pathways that may govern the fetal ovary development in primates, which provides valuable information for the improvement of in vitro culture of gametes.

In summary, this work provides new insights into the crucial features of monkey fetal ovaries especially in the late embryonic stages. Our study paves the way for understanding the molecular regulation of fetal FGC development, including meiosis initiation, primordial follicle formation, and apoptosis of germ cells. It also lays a solid foundation for the theca cell origin identity. More importantly, the reciprocal relationship between the signaling pathways of FGCs and their niche cells will provide a valuable resource for further optimizing and improving the efficiency of germ cell differentiation in vitro.

## Materials and methods

### Animal ethics statements

Fetal female cynomolgus monkeys (*Macaca fascicularis*) were selected for this study. The use and care of animals complied with the guideline of the Animal Advisory Committee at the Institute of Neuroscience, Chinese Academy of Sciences. The ethics application entitled “Construction of cynomolgus monkey model based on somatic cell nuclear transfer” (#ION-2018002R01) was approved by the Institute of Neuroscience, Chinese Academy of Sciences.

### Sample collection

The ovary samples for scRNA-seq were from two fetal female *Macaca fascicularis* (embryonic days 84 and 116). For each single-cell sequencing experiment, two ovaries were washed twice in 1× PBS, and subjected to a standard digestion procedure through Tumor Dissociation Kit, human (MiltenyiBiotec #130-095-929). First, the ovaries were cut into small pieces of 2–4 mm, and transferred into the gentleMACS C Tube containing the enzyme mix (4.7 mL DMEM, 200 µL Enzyme H, 100 µL Enzyme R, and 25 µL Enzyme A). Then, the C tube was attached onto the sleeve of the gentleMACSdissociator. After termination of the program, the C tube was detached from the gentleMACSDissociator. The sample was incubated for 30 min at 37 °C under continuous rotation using the MACSmix Tube Rotator. Next, the C tube was attached onto the sleeve of the gentleMACSdissociator, and then subjected to a short centrifugation step to collect the sample material at the bottom of the tube. The sample was resuspended and the cell suspension was applied to a MACS SmartStrainer (70 µm) placed on a 50 mL tube and washed in a cell MACS SmartStrainer (70 µm) with 20 mL DMEM. Finally, the cell suspension was centrifuged at 300× *g* for 7 min, the supernatant was completely aspirated and cells were resuspended as required for further applications.

### Construction of single-cell RNA libraries and sequencing

Single-cell suspensions of ovary cells were captured on a 10× Chromium system (10× Genomics). Then, single-cell mRNA libraries were generated using the single-cell 3′ reagent V3 kits according to the manufacturer’s protocol. About 16,000 cells were added to each channel with a targeted cell recovery estimate of 8000 cells (10,000 for E84 monkey and 12,947 for E116 monkey). After generation of GEMs, reverse transcription reactions were barcoded using a unique molecular identifier (UMI) and cDNA libraries were then amplified by PCR with appropriate cycles. Subsequently, the amplified cDNA libraries were fragmented and then sequenced on an Illumina NovaSeq 6000 (Illumina, San Diego).

### ScRNA-seq data processing and analysis

The Cell Ranger software (version 3.0.2) was used to perform sample demultiplexing, reads mapping and barcode processing to generate a matrix of gene counts versus cells. Briefly, the raw BCL files generated by Illumina NovaSeq 6000 sequencing were demultiplexed into fastq files through the Cell Ranger *mkfastq* pipeline. Next, the fastq files were processed using the Cell Ranger *count* pipeline to map high-quality reads to the monkey reference genome (Macaca_fascicularis_5.0). Aligned reads were further filtered for valid cell barcodes and UMIs to produce a count matrix.

Then, count matrix was imported into the R package Seurat^8^ and quality control was performed to remove outlier cells and genes. Cells with 200–3000 detected genes were retained. Genes were retained in the data if they were expressed in ≥ 3 cells. After applying these quality control criteria, 12471 cells and 18446 genes remained for downstream analyses. Additional normalization was performed in Seurat on the filtered matrix to obtain the normalized count. Highly variable genes across single cells were identified and PCA was performed to reduce the dimensionality on the top 18 principal components. Then, cells were clustered at a resolution of 0.6 and visualized in two-dimensions using UMAP^9^.

### Pseudotime analysis of single-cell transcriptomes

Germ cell lineage trajectories were constructed according to the procedure recommended in the Monocle2 documentation (http://cole-trapnell-lab.github.io/monocle-release/docs)^10^. Cluster 1 (mitotic PGCs) was used as start, cluster 2 (meiotic PGCs) as middle, and cluster 4 (early activated oocytes) as the end of pseudotime. Briefly, the top differentially expressed genes were selected as “ordering genes” to recover lineage trajectories in Monocle2 using default parameters. After pseudotime time was determined, differentially expressed genes were clustered to verify the fidelity of lineage trajectories. Additionally, the expression patterns of key germ cell markers across pseudospace were visualized through the function of plot_genes_in_pseudotime in Monocle2.

### GO analysis

Enrichment analysis for highly variable genes detected per cluster was conducted using ClusterProfiler R package^35^. Symbol gene IDs were translated into Entre IDs through bitr function. The analysis of the enrichment of differentially expressed genes was performed and a corrected *P* value ≤ 0.05 was considered to indicate significant gene enrichment.

### Transcription factor analysis

To show the dynamics of transcription factors during FGC and somatic cell development, we downloaded all 1426 monkey transcription factors from Animal TFDB 3.0 (http://bioinfo.life.hust.edu.cn/AnimalTFDB). Then, the differentially expressed genes across 15 cell clusters and monkey transcription factors were intersected to obtain differentially expressed transcription factors, which were further visualized using heatmap.

### Cell–cell communication analysis

Cell–cell communication was analyzed using iTALK package^29^. The input data were Seurat object, and the ligand–receptor pairs were detected from top 50% highly expressed genes. The communication types mainly included growth factors, cytokines, and checkpoint. The network plot was visualized using LRPlot function.

### Transcriptome analysis of human FGCs

The scRNA-seq data were downloaded from NCBI Gene Expression Omnibus (GEO) database^5^, and the associated accession number was GSE63818. The gene expression matrix was established through merging the data of 72 single cells ranging from 8 to 17 weeks (Supplementary Data S5). The dynamics of transcription factors and critical genes during FGC development were visualized using heatmap with hierarchical clustering of columns and rows.

## Supplementary information

Supplementary Information

Supplementary Data S1

Supplementary Data S2

Supplementary Data S3

Supplementary Data S4

Supplementary Data S5

## Data Availability

The high-throughput sequencing data in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE149629. To review GEO accession GSE149629: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149629. Enter token exkjqgaibhyfhqt into the box.

# Supplementary material for: Single-cell RNA sequencing reveals regulation of fetal ovary development in the monkey (Macaca fascicularis)
**Source:** Cell Discov. 2020 Dec 29;6:97. doi: 10.1038/s41421-020-00219-0
**Supplement:** Supplementary file 1 — Supplementary Information

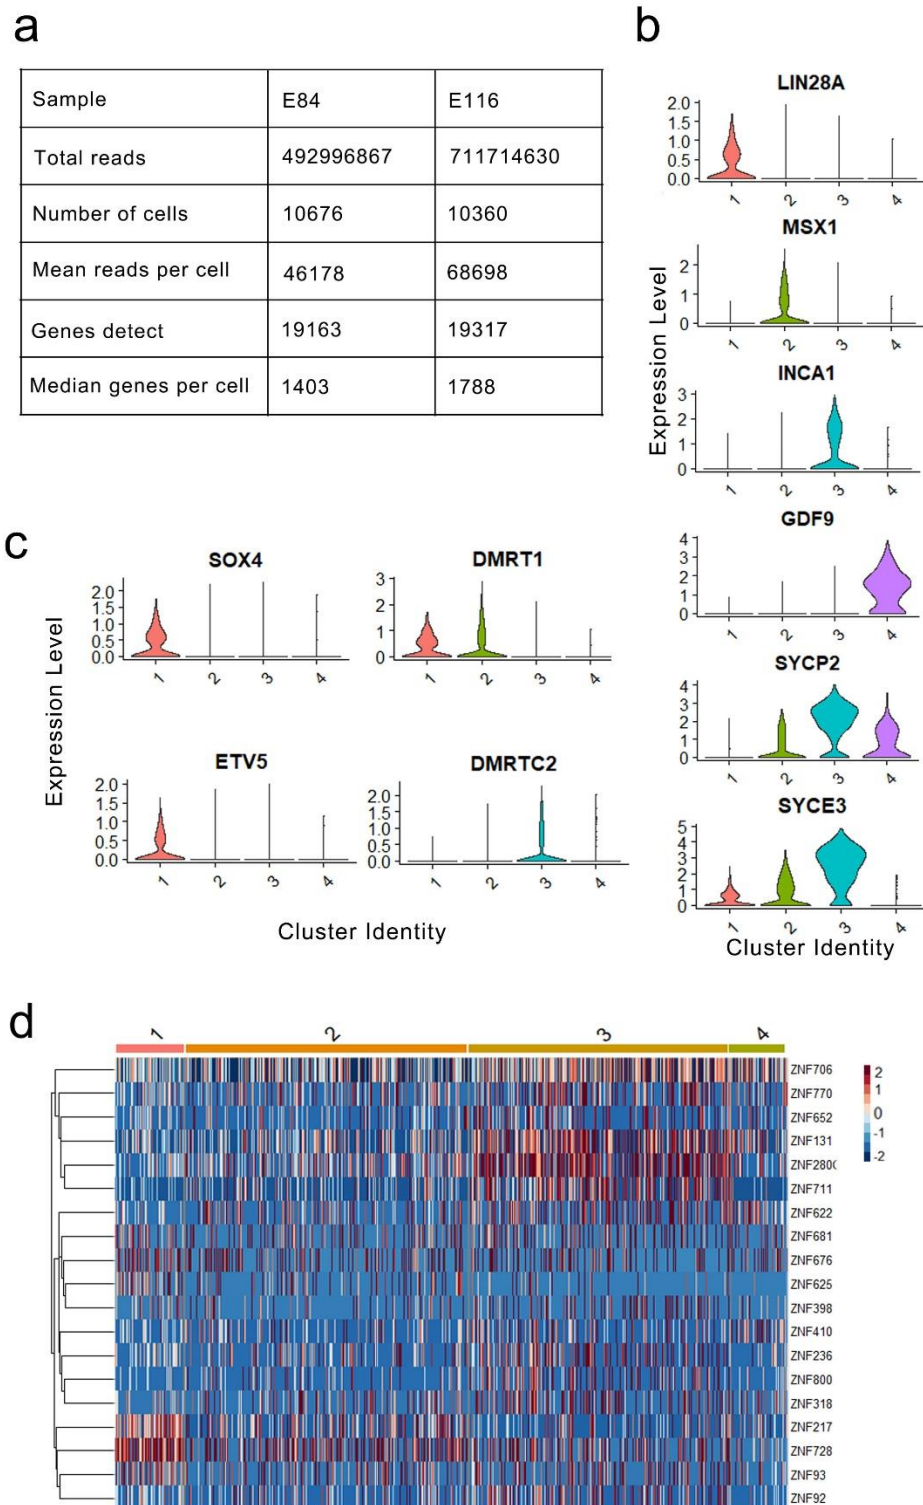

**Supplementary Fig. S1 Sequencing information and differentially expressed genes in germ cell clusters.** **a** Sequencing information including cell number, mean reads per cell and median genes per cell etc. **b** Violin plots show the expression patterns of marker genes across germ cell clusters. **c** Violin plots of the critical transcription factors across germ cell populations. **d** Heatmap representing the expression patterns of zinc finger protein family genes across germ cell clusters.

**a**

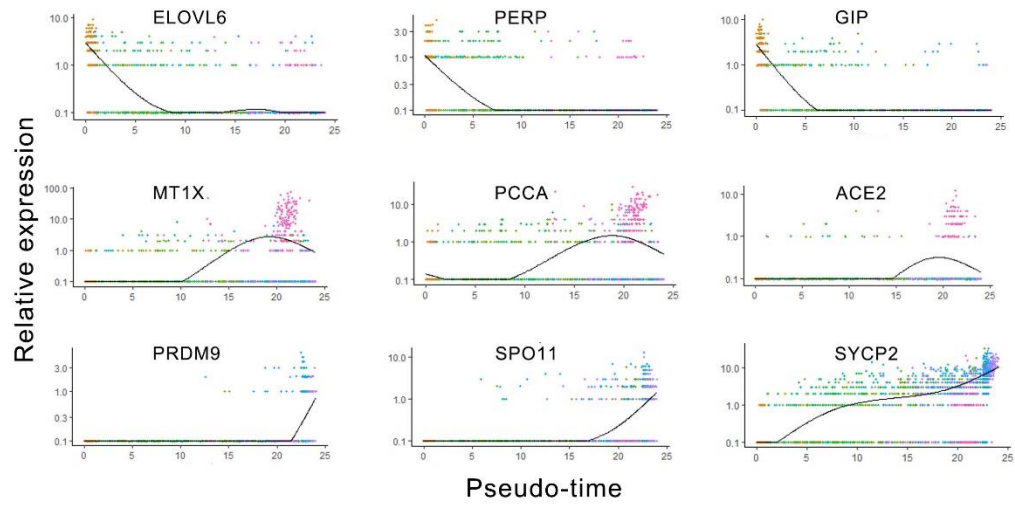

**b**

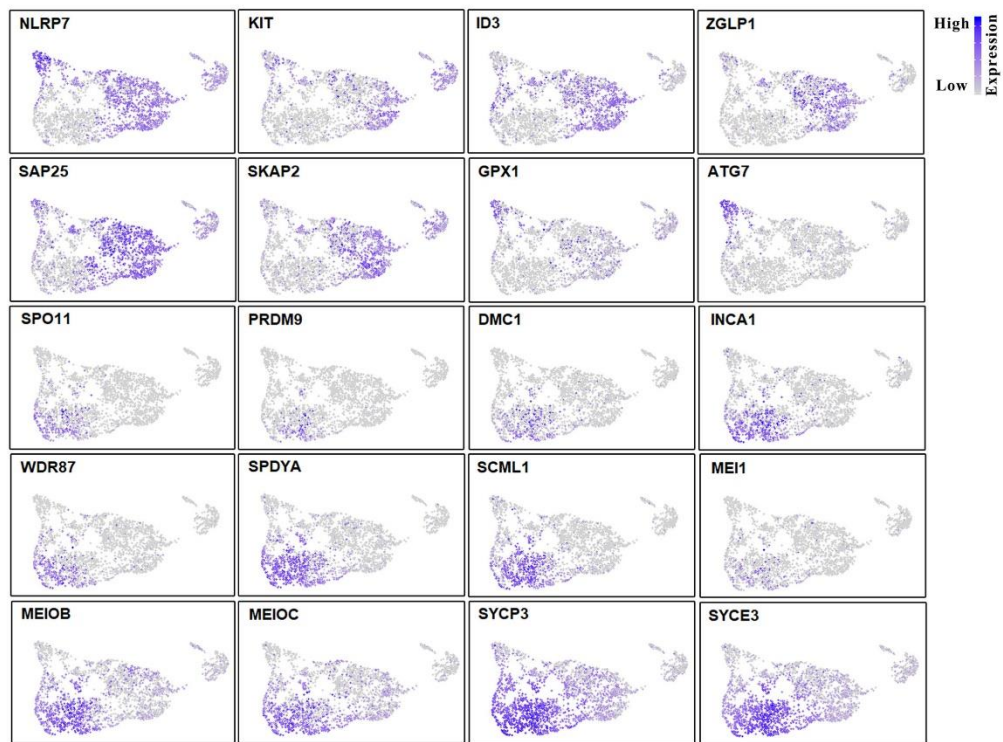

**Supplementary Fig. S2 The expression patterns of highly variable genes in germ cell clusters. a** Dynamic changes of highly variable genes along pseudo-time using monocle2. **b** The expression patterns of germ cell fate determination-associated genes.

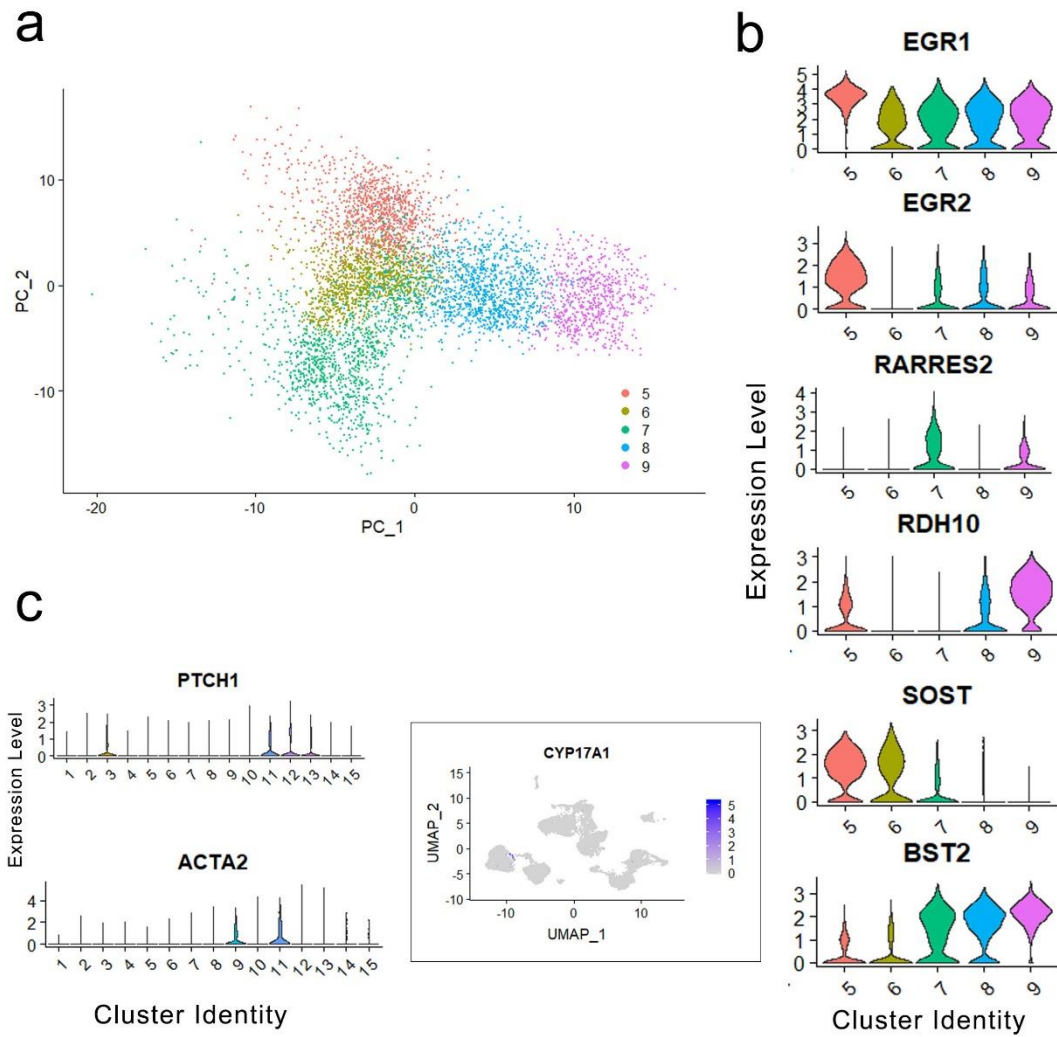

**Supplementary Fig. S3 PCA analysis and gene expression patterns.** **a** PCA analysis of the transcriptome of granulosa cells. **b** The expression patterns of highly variable genes among granulosa cell subpopulations. **c** The expression patterns of *PTCH1*, *ACTA2* and *CYP17A1*.

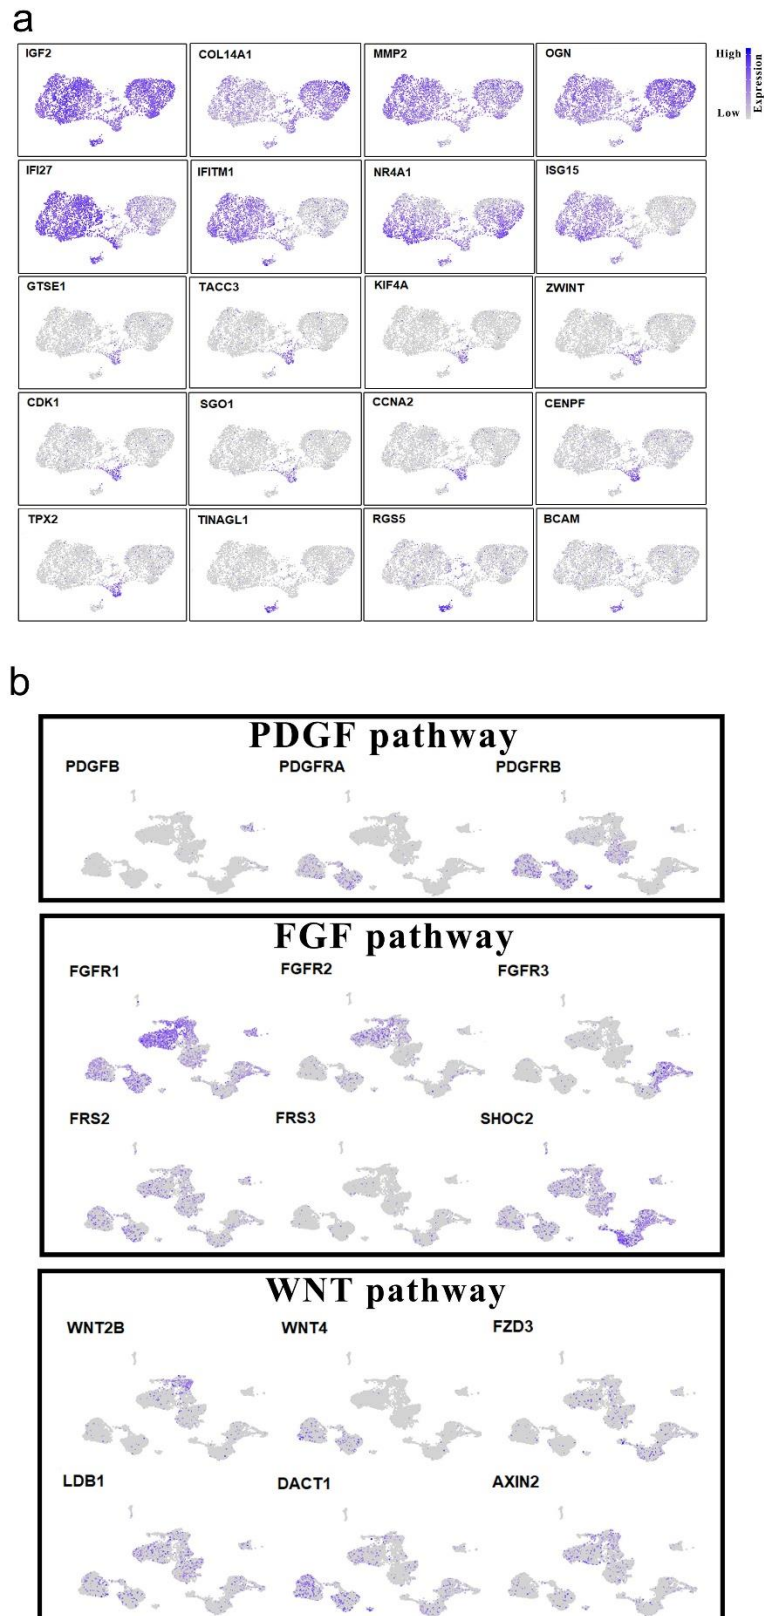

**Supplementary Fig. S4 Differentially expressed genes and signaling pathways.** **a** The expression patterns of highly variable genes among theca cell subpopulations. **b** The critical marker genes for different key signaling pathways.

How the deposited data were processed for this re-analysis (not part of the article)

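RNA was measured in single cells of whole fetal ovaries of Macaca fascicularis, from 1 fetus at E84 and 1 at E116, each with both ovaries in 1 library. The deposited values are raw UMI counts per gene and cell, which the authors made with Cell Ranger 3.0.2 from reads aligned to the Macaca_fascicularis_5.0 genome and imported into Seurat. Checks on the table showed whole numbers, no gene in fewer than 3 cells and no cell with fewer than 200 genes, while cells over 3000 genes are still in it. No doublet removal or correction for free RNA is stated for it.

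The table holds 18446 genes, 18225 of them with a UMI in retained cells. Its barcodes end in 1 or 2 and it does not say which ending belongs to which stage, so all cells were taken as 1 pooled sample and every result by stage was left out. The endings were used only as unlabelled technical batches. With 1 library per stage and no replicates, no test between groups was made. The 10621 cells with barcodes ending in 1 have a median of 3130 UMIs and 1408 genes, the 10346 ending in 2 a median of 4555.5 UMIs and 1790 genes. Within the limits of 200 to 3000 genes, 8716 and 7576 cells were retained, with medians of 2470 and 2964 UMIs.

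Counts were normalized, 2000 variable genes selected and principal components computed with Seurat 5.3.0 under R 4.3.3 (Matrix 1.6.5), without the genes that the paper names among the variable genes. A graph of 20 neighbours on 18 components was clustered at resolution 0.6. The Methods of the paper give the gene limits, and the paper's own cluster labels are not part of the table. Clusters were named from marker lists fixed in advance. A name needs 3 markers, each 1.5 times higher than in all other cells (10 CPM added) and in 5% of cells. It is withheld where another class has more such markers, or at least 2 and more of the 10 leading genes. The same holds where the median UMI count is below that of all cells divided by 3 and no marker leads. Germ cell-like cells were clustered again at the lowest resolution with 11 sub-clusters and named by stage in the same way. Of the naming markers, STRA8 is the only gene that the paper reports on, and it is not reported as a result.

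Levels are summed UMIs of a group as CPM with exact 95% Poisson intervals, and shares of cells have exact 95% binomial intervals. Both cover counting error only, not the difference between animals. At a count of 0 the limit is 3 counts. Intervals of medians over several genes come from 2000 draws. Shares of cells of unlike depth were also compared after thinning each cell to 1000 UMIs, which leaves out shallower cells, and 100 repeated draws were made where few cells decide. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9.

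The genes reported are every gene that the paper names in its results and the genes of short lists written in advance. The lists, with the number of genes in the table, are 4 Leydig cell markers, 7 steroidogenic genes, 3 apoptosis genes of the paper and 14 others, 20 immediate early and heat shock genes and 29 interferon-response genes. A part of the rule that picks genes by the ratio of E116 to E84 was not applied, since the stage of a cell is not known. The 14 apoptosis genes were set beside 10000 random lists of genes matched on expression. Of the 1991 ordering genes in Supplementary Data S1, 1989 were assigned to the stage with the highest CPM. Shares of cells with a UMI were set beside those of Supplementary Data S2, of which only the first part was read.

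The alternatives tried were no upper limit on genes, a limit of 10% on mitochondrial UMIs, resolutions 0.4 and 1.0, 30 principal components, the named genes kept among the variable genes, and integration of the barcode sets by reciprocal PCA. Further ones were a mean of the CPM of single cells, thinning to 1000 or 2000 UMIs or none, and resolution 0.6 for germ cells. Scrublet, run on each barcode set, called 0 cells, so the 8% of cells with the highest scores were removed instead, 850 and 828 cells, a choice made after the data were seen. The other named stages as reference for meiotic-like cells were also added later.

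The interval and the random lists were tested on simulated data, the thinning on meiotic-like cells of the table. Among 9927 genes with 200 changed ones, 95.7% of intervals held the true log2 ratio and the median error of changed genes was −0.02. The simulated counts were Poisson draws of group totals, so coverage near 95% follows from the set-up. They hold no variation between cells or libraries, which this test therefore does not cover. Thinned cells had the depth asked for, with a median deviation of gene totals of 4.62%. Of random lists, 7% lay outside the central 95%.

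Pseudotime, gene ontology terms, ligand and receptor scores, human data and staining images were not analysed here. Genes whose names are missing from the table, among them STAR and CYP11A1, have no value here.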

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

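The tests of the erythroid-like and ovarian surface epithelium-like cells were chosen only after the result was seen, as was the division of the ACTA2 test by barcode ending. The ACTA2 test over all cells was set earlier.

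The paper's text reports no erythroid cells, yet 742 retained cells form an erythroid-like cluster, which is a signal in data that it does not analyse. They have a median of 4021.5 UMIs but 299 genes. The 20 genes that set them apart take 88.0% of their UMIs, HBB alone 47.2%, against 0.272% in all other cells. No table argues against red blood cells as their main content, and 7.95% of them are among the 8% of cells with the highest doublet scores. The test asked whether their other transcripts are RNA of other ovarian cells in the same droplets. Its deciding value and its rule were replaced after values had been seen. Markers of germ, granulosa and stroma cells are present, with 1330 UMIs beside the 2486 that the share of UMIs left outside those 20 genes would give. A median log2 ratio over 100 genes was −3.19 (quartiles −3.36 to −3.04), near the −3.05 for that share. It decides nothing, since scaling to CPM nearly fixes such a value. The median log2 ratio of the 20 markers with enough UMIs is −3.88, beside −3.05 for that share. By class it is −3.98 for granulosa and −3.98 for stroma markers, below the share, and −2.48 for the 4 germ cell markers, above it. RNA of other cells and transcripts of the erythroid-like cells' own cannot be told apart, since the make-up of free RNA is not known and the classes lie on both sides. Open too is how these cells came into the suspension, and with 507 and 235 cells by barcode ending neither set lacks them. No biological explanation was tested.

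A second group that the paper's text does not name is the ovarian surface epithelium-like cluster of 678 cells, whose leading genes include the markers MSLN and KRT19. They also include UPK3B and AQP1, which Fig. 5b lists for granulosa cluster 7 of the paper, so these may be cells that the paper counts as granulosa cells. Doublets of granulosa-like and stroma-like cells would carry the genes of both. The 4 Leydig cell markers stood in it at a median log2 ratio of −4.76 to stroma-like cells (DLK1 −5.51, CXCL12 −4.24, PDGFRA −5.28, TCF21 −2.52), which argues against such doublets. Of its cells, 11.7% are among the 8% with the highest doublet scores, so doublets of other pairs of cells stay open for part of them. The barcodes divide into 355 and 323, so the group is not bound to 1 barcode set. A surface epithelium within the ovaries may be the source, a hypothesis found and tested on the same cells. No biological explanation was tested, since the table does not give the stage of a cell.

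The smallest group outside the paper's text is the pericyte-like cluster of 127 cells, whose leading genes include ACTA2, COX4I2 and KCNJ8, with 4.72% of its cells among the highest doublet scores. The test asked whether pericytes or smooth muscle carry the ACTA2 found beside the cells that the paper calls Leydig cells. Of the ACTA2 UMIs of stroma-like and pericyte-like cells together, 33.4% (31.8–35.1) lie in pericyte-like cells, 1093 against 2176. The barcode sets go opposite ways. In barcodes ending in 1 the share is 1.76% (1.15–2.56), with 10 pericyte-like cells, which argues against the pericyte-like cluster as the main holder of ACTA2 there. In those ending in 2 it is 59.7% (57.4–62.0), with 1067 UMIs in 117 pericyte-like and 721 in 2208 stroma-like cells. Pericytes or smooth muscle may thus account for most ACTA2 of these classes in that set. Granulosa-like cells, with 792 ACTA2 UMIs over both sets, are outside these shares. Pericytes that were grouped with stroma-like cells stay open in both sets. Beside stroma-like cells the shares were 57.2% for COX4I2, 40.6% for ADIRF and 7.75% for HEYL, and beside granulosa-like cells 36.7%, 22.2% and 10.3%. By barcode ending the cluster has 10 and 117 cells, so a property of the cells cannot be told apart from one of the barcode set, since almost all of them lie in 1 set. No biological explanation was tested.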

How the results depend on the processing

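Chosen only after the result was seen were the removal of the 8% of cells with the highest doublet scores and the use of the other named stages as reference. Every other alternative was set before the data were examined. The planned removal of called doublets was not run, since Scrublet called none. No log2 ratio changed its sign under any alternative that was run. The share with ZGLP1 among NANOG-positive cells was below that of other germ cells at 1000 UMIs (1.96% against 6.12%) and above it without thinning (18.3% against 9.30%), at resolution 1.0 (6.98% against 6.18%) and with named genes kept (6.67% against 5.92%).

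Of 9 alternatives each, the log2 ratios of ZGLP1 in RA-responsive-like over mitotic-like cells (3.48 to 4.41) and of PTCH1 and GLI1 in stroma-like over granulosa-like cells (3.02 to 3.56) stayed within the interval of the value reported. So did the median of CASP2, CASP9 and APAF1 in 10 of 10 (−0.29 to −0.07) and the number of germ cell sub-clusters in 1 of 1, where resolution 0.6 gave 10. For the other results, counts within and outside the interval (for cells retained, 1.5 times the number) were 2 and 1 for cells retained, 2 and 6 for the germ cell-like share, 6 and 2, 3 and 5, and 4 and 4 for the neighbours of germ cell-, granulosa- and stroma-like cells. They were 9 and 1 for ZGLP1 in NANOG-positive cells, 5 and 5 for SPO11, PRDM9 and DMC1, 7 and 3 for NLRP7 and KIT, 8 and 2 for MT1X, and 7 and 3 for JAG1. For the Leydig cell markers they were 6 and 3, for BMP2 and KITLG 2 and 7, and for CYP17A1 7 and 2. Resolution 0.4 moved none of the results.

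For the values that moved, listed next, the cause was not tested. A limit of 10% on mitochondrial UMIs left 8267 cells, a germ cell-like share of 19.9% and 4.65% of neighbours with the other barcode ending for granulosa-like cells. That germ cell-like share leaves out a cluster of 653 cells without a name whose best class is oogenesis germ cell. The median log2 ratios were 3.99 for SPO11, PRDM9 and DMC1, and 2.79 for BMP2 and KITLG. With no upper limit on genes the neighbours of the other ending were 12.8% for germ cell-like, 3.41% for granulosa-like and 4.70% for stroma-like cells. The log2 values were 4.33 for SPO11, PRDM9 and DMC1, −2.55 for NLRP7 and KIT, −5.03 for MT1X, 4.56 for JAG1, 5.20 for the Leydig cell markers and 2.06 for BMP2 and KITLG, and 1.49% of stroma-like cells had a CYP17A1 UMI.

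Resolution 1.0 gave a germ cell-like share of 28.3%, −3.92 for MT1X and 4.34 for JAG1. With 30 principal components the share was 27.1%, the granulosa-like neighbours 1.44% and BMP2 and KITLG 2.39. Keeping the genes that the paper names among the variable genes gave 25.6% germ cell-like cells, 1.94% and 2.11% of neighbours for granulosa- and stroma-like cells and 2.39 for BMP2 and KITLG. Integration of the barcode sets gave 28.2% germ cell-like cells, neighbours of 28.6%, 29.1% and 33.2% for germ cell-, granulosa- and stroma-like cells, 3.28 for SPO11, PRDM9 and DMC1, and 2.68 for BMP2 and KITLG. The rise of the neighbours follows from what integration does by construction.

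Removing the highest doublet scores gave 28.5% germ cell-like cells, stroma-like neighbours of 2.24%, 5.13 for the Leydig cell markers and 2.60 for BMP2 and KITLG. A mean of the CPM of single cells gave 2.22 for SPO11, PRDM9 and DMC1, −1.78 for NLRP7 and KIT, 4.21 for JAG1, 4.33 for the Leydig cell markers and 2.23 for BMP2 and KITLG. Over the other named stages SPO11, PRDM9 and DMC1 stood at 3.72, and NLRP7 and KIT at −2.56.

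Depth limits the shares of cells. The 1.96% of NANOG-positive cells with ZGLP1 rests on 1 of 51 cells in a single draw. Over 100 draws the share averaged 4.94% and ranged from 0 to 18.2%. CYP17A1 in stroma-like cells fell from 0.980% to 0.288% when thinned to 1000 UMIs. Germ cell-like cells have a median of 1219 UMIs, and thinning to 1000 leaves out 1920 of them.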

Differences from the paper's values

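The limits on genes that the paper states keep 16292 cells here against the paper's 12,471, and these form 19 clusters against the paper's 15. Both numbers lie within 1.5 times the paper's. Apart from values given for another setting, the shares and CPM rest on these cells. The number of cells was 15016 without the 8% highest doublet scores and 8267 with at most 10% mitochondrial UMIs, and no setting gave the paper's number. Having no upper limit keeps every cell of the table, and this number and that at the mitochondrial limit differ from the paper's by over 1.5 times. So do the 28 clusters of resolution 1.0, while each other setting gave 17 to 21.

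The other values of the paper compared here are shares of cells with a UMI, from the first part of Supplementary Data S2, which was read only in part. A share is called different when one value is over 1.5 times the other and they lie apart by more than 0.5 of the width of its 95% interval. By this margin 12 of the 35 genes compared differ. A share called not different can still have an interval that leaves out the paper's value. The stages are named anew from markers, so the groups of cells are not the paper's own groups. Of the alternatives set before the data were examined, having no upper limit on genes brings each of the 12 shares within that margin, and the sentences below give this value and any other that does.

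In mitotic-like cells MYBL2 was in 35.0% of cells against the paper's 55.2%, and ZNF625 in 23.8% against the paper's 45.1%. Without the upper limit they were 59.8% and 47.5%, and with at most 10% mitochondrial UMIs 38.2% (25.4–52.3) and 30.9% (19.1–44.8), within the margin, though at the mitochondrial limit both intervals lie below the paper's values. Resolutions 0.4 and 1.0, 30 principal components, named genes kept and integration left both different.

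In RA-responsive-like cells the shares were 23.1% for ZGLP1 (the paper's 52.4%), 20.9% for REC8 (the paper's 41.7%), 14.6% for RFX6 (the paper's 33.5%), 12.4% for ESX1 (the paper's 31.9%) and 14.4% for MSX1 (the paper's 38.8%). Without the upper limit they were 51%, 45.5%, 35.1%, 35.3% and 42% in that order, and under each other alternative they stayed different. In meiotic-like cells WDR87 was in 19.2% (the paper's 36.1%) and DMRTC2 in 16.2% (the paper's 29.0%). These reached 28.8% and 24.3% without the upper limit and also stayed different under each other alternative.

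CENPF was in 46.8% of RA-responsive-like cells (the paper's 79.9%), PRKDC in 53.7% (the paper's 83.1%) and CHMP2A in 49.4% (the paper's 82.4%). Without the upper limit the shares were 77.6%, 80.6% and 80.0%, with 30 principal components 61.9%, 67.3% and 62.6%, and with named genes kept 55.4%, 62.2% and 61.5%, all within the margin, though each interval lies below the paper's value. Resolution 1.0 gave 59.3% for PRKDC and 57.0% for CHMP2A, within the margin and below the paper's, and left CENPF different. Removal of the 8% highest doublet scores, chosen after seeing the values, gave 60.7%, 67.6% and 61.4%, within the margin and below the paper's. Resolution 0.4, the mitochondrial limit and integration left these 3 genes different.

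Some directions also disagree with the paper. It states that ZGLP1 has no overlap with NANOG in germ cells. Both had a UMI in 28 of 153 NANOG-positive germ cell-like cells (18.3%), against 9.30% of the others, and in 25 of 62 RA-responsive-like ones (40.3%, against 22.3%). Thinned to 1000 UMIs the share was 1.96% against 6.12% in 1 draw and 4.94% against 6.16% over 100 draws. Without the upper limit and without thinning it was 277 of 648 (42.7%, against 18.5%), at median depths of 16449.5 and 1835 UMIs. Thinned, the same cells gave 4.74% against 6.54% over 100 draws, below in 86 of them. Within RA-responsive-like cells without the upper limit, the thinned shares were 16.0% with NANOG against 14.0% without, below in 41 of 100 draws. Without thinning they were 71.0% against 48.3% in that stage.

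The paper sets CASP2, CASP9 and APAF1 near the meiotic genes by hierarchical clustering, and reports similar patterns in human germ cells. A CPM ratio is another measure and need not contradict this, and human data were not analysed here. Of the 3 genes, 1 is higher in meiotic-like than in other germ cells, APAF1 at a log2 ratio of 0.79. CASP2 stood at −0.20 (−0.53 to 0.12) and CASP9 at −0.47 (−1.07 to 0.08), and both intervals include 0. The paper places SPO11, PRDM9 and DMC1 in G8 and G9 alike. In the larger and the smaller meiotic-like sub-cluster SPO11 had 129 and 92.1 CPM, DMC1 99.1 and 10.5 CPM, and PRDM9 58.0 CPM and no UMI. The smaller one, of 177 cells, has both FIGLA, its first, and the meiotic gene SYCP1 among its leading genes, and its place as G8 or G9 is uncertain. At resolution 1.0, 124 of its cells lie in an oogenesis-like sub-cluster, and at resolution 0.6 for germ cells 70 lie in the oogenesis-like and 52 in the meiotic-like one. NLRP7 and KIT, which it describes as not expressed there, had 128 and 50.2 CPM in the smaller one, below their levels in oogenesis-like cells (769 and 120.3 CPM).

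The paper gives RCC2 and MYBL2 as genes mainly of mitotic cells. RCC2 is so here, and MYBL2 had 83.0 CPM in mitotic-like and 82.4 CPM in RA-responsive-like cells. Its text places the peak of RSPO1 in the granulosa cluster of HES1 and EGR3 and that of DUSP2 in cluster 7, while its Fig. 5e shows the 2 genes the other way round. Here DUSP2 peaked at 629 CPM in the cluster where HES1 and EGR3 are highest, which differs from the text and not from that figure. RSPO1 (142 CPM) and ESR1 (83.7 CPM), which Fig. 5e and the text place in cluster 7, were highest in ovarian surface epithelium-like cells. The leading genes of these cells include UPK3B and AQP1, which Fig. 5b lists for cluster 7, and the paper counts that cluster as granulosa cells. It describes COX4I2 as specific to 1 granulosa cluster and KITLG as specific to granulosa cells. COX4I2 had 152 CPM in that granulosa-like cluster and 1206 CPM in pericyte-like cells, and KITLG 234 CPM in granulosa-like and 128 CPM in endothelial-like cells. The name of that cluster of 930 cells is not firm. Of its cells, 447 lie without the upper limit in a cluster without a name whose best class is pericyte or smooth muscle, and 413 in a granulosa-like one. With the barcode sets integrated, 450 lie in such a cluster without a name and 330 and 137 in granulosa-like ones. At resolution 1.0 and with named genes kept, 923 and 920 stay together in a granulosa-like cluster.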

Other observations

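Chosen only after the result was seen were the tests of the supplement shares, the unnamed germ cells, cells with both NANOG and ZGLP1, the CYP17A1-rich cells, interferon genes and immediate early genes. The tests of the germ cell-like share, of CYP17A1 and APAF1 at 1 depth and of the other apoptosis genes were set earlier, apart from the interval of the APAF1 ratio and the germ cell-like share with names held.

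Cells lie mostly beside cells of their own barcode ending. Among 30 nearest neighbours, the share with the other ending was 10.3% for germ cell-like, 2.36% for granulosa-like, 2.74% for stroma-like, 15.8% for endothelial-like, 24.1% for macrophage-like, 11.9% for ovarian surface epithelium-like and 13.6% for erythroid-like cells. Full mixing would give 48.7%, 49.8%, 50.3%, 50.9%, 52.3%, 49.8% and 48.7% in that order.

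The germ cell-like share of retained cells was 37.4% (36.4–38.5) for barcodes ending in 1 and 20.2% (19.3–21.2) for those ending in 2. Without the upper limit of 3000 genes it was 40.0% for ending 1, beyond its interval, and 20.0% for ending 2, within it. Germ cell-like cells make up 55.9% and 26.0% of the cells over the limit. The cells were clustered and named anew for this, so retained cells changed names too. With the names of retained cells held and only the cells over the limit added, the shares are 40.8% and 21.8%, and 31.4% for all cells against 29.4% (28.7–30.2), each above its interval. This is consistent with a limit that removes large germ cells in both barcode sets, by more in the set ending in 1. The shares leave out the unnamed cluster of 442 cells, 439 with barcodes ending in 2, whose best class is oogenesis germ cell. Stage, barcode set and this naming stay open as reasons for the difference between the sets, and no biological explanation was tested.

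The shares of germ cells with a UMI were below those of Supplementary Data S2 for 35 of 35 genes, with a median ratio to the paper's share of 0.751. Without the upper limit it was 0.986, but the stages were redrawn, the meiotic-like one from 866 to 1592 cells with a median of 2112 UMIs in both. The names of retained cells were therefore held and only the cells over the limit added. The 23 genes of mitotic-like and RA-responsive-like cells then went from a median ratio of 0.686 to 0.991, and the 12 of meiotic-like cells from 0.825 to 0.998. None of the 35 differs by the margin used for the paper's values. The paper's Methods state the same upper limit, so it can explain the gap only if the supplement's shares include cells over it. In that case the upper limit may account for the gap, as it takes out the germ cells with most UMIs. In RA-responsive-like cells it may do so only in part, since all 8 intervals stay below the paper's share (ZGLP1 39.3% against the paper's 52.4%), beside 0 of 15 in mitotic-like and 3 of 12 in meiotic-like cells. The other 7 alternatives left 35 of 35 genes below the paper's share. Different naming of the stages stays open, for RA-responsive-like cells above all. No biological explanation was tested.

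Stroma genes lead unnamed germ cell sub-clusters, whose cells have few UMIs. In barcodes ending in 1, 1631 unnamed germ cells have a median of 770 UMIs and 1633 named ones 2216. The 4 Leydig cell markers had a median CPM ratio of 2.29 between them, but a median ratio of UMIs per cell of 0.767. A ratio of UMIs per cell above 1.5 would have argued for stroma in these cells, and none of the 4 reaches it. Free RNA of other cells in every droplet is a candidate explanation for these genes. Damaged germ cells stay open as the reason for the low UMI counts. No biological explanation was tested.

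Cells with both a NANOG and a ZGLP1 UMI number 28 (18.6–40.5), 17 and 11 by barcode ending. Random doublets at a rate of 8% would give 1.34 of them, and 16.7 if every cell were a doublet, which argues against random doublets as their source. Among the 8% highest doublet scores are 0 of the 28. This does not decide it, since only a few would lie there by chance. Free ZGLP1 RNA at the level of granulosa-like and stroma-like cells, where 1.75% have a UMI, would give 2.67, which argues against that source. Those somatic cells have a median of 3390.5 UMIs and the 28 cells 3987.5, so depth differs little. Expression of both genes in 1 germ cell may explain the overlap, as a hypothesis. A somatic profile need not equal the free RNA of germ cells, and this stays open. No biological explanation was tested.

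The genes CASP2, CASP9 and APAF1 had a median log2 ratio of −0.20 in meiotic-like over other germ cells, and APAF1 alone stood higher, at 0.79 (0.41–1.16). At 1000 UMIs per cell the shares were 3.49% (2.33–5.00) of 803 meiotic-like and 2.07% (1.5–2.78) of 2074 other germ cells for APAF1, 3.86% and 4.77% for CASP2, and 0.623% and 1.83% for CASP9. This left out 63 and 1857 cells. The log2 ratio of the APAF1 shares was 0.75 (0.01–1.47), and over 100 draws it had a median of 0.78 and lay above 0 in 100, with its interval above 0 in 65. CPM are scaled for depth as well, so this argues against more UMIs per cell in meiotic germ cells as the source, by a narrow margin for the shares. The 14 other apoptosis genes had a median of −0.50, at percentile 11.4 of 10000 random lists matched on expression (−0.75 to 0.41). That argues against a raised apoptosis program as a whole at the RNA level. A change of APAF1 alone stays open as a hypothesis and was not tested in another way.

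CYP17A1, HSD3B2 and INSL3 are rare in stroma-like cells, and other genes of the steroidogenic list less so. At 1000 UMIs per cell, CYP17A1 was in 0.314% of stroma-like, 0.174% of germ cell-like and 0.258% of granulosa-like cells, with overlapping intervals. A steroidogenic state of the stroma-like cells at large therefore cannot be told apart from its absence by CYP17A1, since 12, 5 and 11 cells decide it. HSD3B2 was in 0.602% (0.382–0.902) of stroma-like, 0 of 2877 germ cell-like and 0.399% of granulosa-like cells. INSL3 was in 0.471%, 0.209% and 0.0469%, FDX1 in 9.24%, 5.77% and 12.6%, FDXR in 3.40%, 3.41% and 13.2%, SCARB1 in 1.44%, 0.382% and 7.41%, and NR5A1 in 2.49%, 1.15% and 4.88% of these classes in the same order. STAR and CYP11A1 are not among the gene names of the table.

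A small group stands apart. The 4 retained cells with 5 or more CYP17A1 UMIs, all with barcodes ending in 2, hold 230 of 326 such UMIs, and 1 of them has 192. That cell is granulosa-like among retained cells and stroma-like when every cell of the table is clustered, so its class is not firm. Their INSL3 level was 2007 CPM (1545–2563), against 4.42 CPM in the other stroma-like and 0.936 CPM in granulosa-like cells. Free RNA would leave INSL3 alike in all cells, so this value argues against it. In the whole table 16 cells, all named stroma-like in that clustering and with barcodes ending in 2, hold 1261 of 1432 CYP17A1 UMIs (88.1%), and carry 2317 CPM of INSL3 against 9.53 CPM. They have 1545 CPM of DLK1 and 15.4 CPM of PDGFRA, against 618 and 75.3 CPM in other stroma-like cells. A few steroidogenic cells may thus be present. All lie in 1 barcode set, which stage this is stays open, and no biological explanation was tested.

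Interferon-response genes lead a stroma-like cluster with barcodes mostly of 1 ending. The median log2 ratio of the list, ending 2 over ending 1, was 2.71 in stroma-like (28 of 29 genes higher), 2.59 in endothelial-like (24 of 25), 1.35 in germ cell-like (27 of 29), 0.51 in granulosa-like (21 of 29), 0.59 in ovarian surface epithelium-like (23 of 29) and 0.68 in macrophage-like cells (16 of 22). All lie above the margin of 0.5, the value of 0.51 only just. This argues against a property of stroma-like cells alone, and a difference of the whole barcode set may run through these classes. The larger values in stroma-like and endothelial-like cells stay open. Animal, stage and preparation cannot be told apart, since each barcode set is 1 library, and no biological explanation was tested.

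Immediate early genes lead a granulosa-like cluster with barcodes mostly ending in 1. In that barcode set the immediate early and heat shock list had a median log2 ratio of 0.058 in stroma-like over granulosa-like cells (12 of 20 genes higher). In barcodes ending in 2 it was 1.09 (19 of 20). Over granulosa-like cells, the 2 endings gave −3.09 and −2.31 for germ cell-like, −0.97 and −0.16 for ovarian surface epithelium-like and −0.59 and 0.59 for endothelial-like cells. The value of 0.058 argues against a program of granulosa-like cells alone. In the same set, germ cell-like, ovarian surface epithelium-like and endothelial-like cells all lie below granulosa-like ones. A response to dissociation across cell types thus cannot be told apart from a program shared by granulosa-like and stroma-like cells, since the classes part. A signal within the ovary stays open too, and no biological explanation was tested.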
